# Transcriptional response to alcohol exposure in *Drosophila melanogaster*

**DOI:** 10.1186/gb-2006-7-10-r95

**Published:** 2006-10-20

**Authors:** Tatiana V Morozova, Robert RH Anholt, Trudy FC Mackay

## Abstract

**Background:**

Alcoholism presents widespread social and human health problems. Alcohol sensitivity, the development of tolerance to alcohol and susceptibility to addiction vary in the population. Genetic factors that predispose to alcoholism remain largely unknown due to extensive genetic and environmental variation in human populations. *Drosophila*, however, allows studies on genetically identical individuals in controlled environments. Although addiction to alcohol has not been demonstrated in *Drosophila*, flies show responses to alcohol exposure that resemble human intoxication, including hyperactivity, loss of postural control, sedation, and exposure-dependent development of tolerance.

**Results:**

We assessed whole-genome transcriptional responses following alcohol exposure and demonstrate immediate down-regulation of genes affecting olfaction, rapid upregulation of biotransformation enzymes and, concomitant with development of tolerance, altered transcription of transcriptional regulators, proteases and metabolic enzymes, including biotransformation enzymes and enzymes associated with fatty acid biosynthesis. Functional tests of *P*-element disrupted alleles corresponding to genes with altered transcription implicated 75% of these in the response to alcohol, two-thirds of which have human orthologues.

**Conclusion:**

Expression microarray analysis is an efficient method for identifying candidate genes affecting complex behavioral and physiological traits, including alcohol abuse. *Drosophila *provides a valuable genetic model for comparative genomic analysis, which can inform subsequent studies in human populations. Transcriptional analyses following alcohol exposure in *Drosophila *implicate biotransformation pathways, transcriptional regulators, proteolysis and enzymes that act as metabolic switches in the regulation of fatty acid metabolism as important targets for future studies of the physiological consequences of human alcohol abuse.

## Abstract 2

Whole-genome transcriptional analysis following alcohol exposure in flies identifies key enzymes in conserved metabolic pathways that may contribute to human alcohol sensitivity.

## Background

The National Institute on Alcohol Abuse and Alcoholism has estimated that approximately 14 million people in the United States suffer from alcoholism [1]. Genetic studies have demonstrated that the propensity for alcohol abuse is determined by multiple genes. Thus, vulnerability to alcohol abuse shows all the hallmarks of a quantitative trait, as it is polygenic and subject to genotype by environment interactions. Efforts to map chromosomal regions (quantitative trait loci (QTL)) that harbor genes responsible for alcohol-related traits have identified at least 24 QTL regions in the mouse genome [2]. Although candidate genes have been identified within such QTL regions, including the multiple PDZ domain protein Mpdz on chromosome 4 [3], conclusive evidence that links candidate genes within QTL regions directly to the phenotype is often difficult to obtain. Quantitatively measuring alcohol dependence without confounding contributions of other psychiatric or social disorders is challenging with human subjects, although studies in ethnically defined populations have implicated alcohol dehydrogenase [4], the GABA_A _receptor complex [5], and the serotonin 1B receptor in alcohol sensitivity [6,7].

Flies are naturally exposed to ethanol, as they feed on fermented food. Exposing flies to low concentrations of ethanol stimulates locomotor activity, whereas high concentrations of ethanol induce an intoxicated phenotype that shows marked similarities to human alcohol intoxication, characterized by locomotor impairments, loss of postural control, sedation [8,9] and exposure-dependent development of tolerance [10]. Alcohol sensitivity in *Drosophila melanogaster *can be quantified in an 'inebriometer', a 122 cm long vertical glass column, which contains a series of slanted mesh partitions to which flies can attach [11]. Flies are introduced in the top of the column and exposed to ethanol vapors. As they lose postural control they fall through the column. The elution time from the column is used as a measure of sensitivity to alcohol intoxication. Following an initial exposure to alcohol, flies develop tolerance, manifested upon a second exposure by a shift in the elution profile [10]. Tolerance peaks within hours after exposure and persists up to 24 hours in some individuals [10].

Here, we exploited the power of the *Drosophila *system to evaluate whole-genome transcriptional profiles that reflect alterations in gene expression upon exposure to alcohol and during development of tolerance, to gain insights into the underlying cellular and physiological mechanisms that respond to alcohol exposure. We then evaluated alcohol sensitivity and the development of tolerance in flies with mutations in 20 genes that were implicated by the analysis of differential transcript abundance, and identified 15 novel candidate genes affecting alcohol related phenotypes, 10 of which have human orthologues. Thus, whole genome transcriptional analysis following alcohol exposure in *Drosophila *can identify candidate genes and metabolic pathways that are relevant to alcohol abuse and its physiological consequences in people.

## Results and discussion

We hypothesized that analysis of gene expression after one and two exposures to ethanol would reveal novel genes and pathways underpinning the genomic response to ethanol, and that subsequent functional tests with mutations in such genes would confirm them as candidate genes for future detailed investigation. This strategy requires that mutations are generated in a common homozygous (isogenic) genetic background, since effects of segregating variants in an outbred strain will be of the same magnitude as the mutational effects we wish to detect. Fortuitously, a panel of single *P*-transposable element insertional mutations has been generated in each of five *Canton-S *derived isogenic strains (*Canton S *A, B, C, E, F) as part of the *Drosophila *Gene Disruption Project [12]. We took advantage of this resource and characterized for each of the 5 isogenic strains the responseto ethanol after an initial exposure and the development of tolerance after a second exposure 2 hours later, at 2 ages (3 to 5 days and 12 to 15 days post eclosion). We observed that sensitivity and development of tolerance are highly sensitive to genetic background (Additional data file 5). *Canton-S *B flies show the most pronounced development of tolerance, which is maximal two hours after exposure to undiluted ethanol vapors. Tolerance is least apparent in flies in the *Canton-S *E genetic background (Figure 1a). Furthermore, three- to five-day old flies are more sensitive than older flies to the initial alcohol exposure, and consequently show greater tolerance (Figure 2). Therefore, we used three- to five-day old *Canton-S *B flies for our transcriptional analysis.

We collected flies either without exposure to ethanol, immediately after exposure to ethanol and passage through the inebriometer, or from a population that had developed tolerance two hours after the initial ethanol exposure (Figure 1b). We used 5 independent replicates of 30 3- to 5-day old males for each time point and generated cRNA for hybridization to high density oligonucleotide microarrays. 

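Each of the 15 arrays read the RNA of a pool of 30 Canton-S B males aged 3 to 5 days, with 5 arrays for control flies, 5 for flies that eluted from the inebriometer at 3 to 5 minutes in their 1st exposure, and 5 for flies that recovered for 2 h and eluted at 7 to 10 minutes in their 2nd exposure. The inebriometer is a column filled with ethanol vapor through which flies fall when they lose postural control. The array holds 18952 probe sets, each a group of short oligonucleotides for 1 transcript or a few related transcripts, of which 183 are hybridization controls that were left out. The deposited values are the Signal intensity that the authors computed from perfect-match and mismatch probes with Microarray Suite 5.0 and scaled on each array. They are linear, and the mean Signal after trimming 2% of the values at both ends was 500 on each array. The median Signal was 134 to 138 on the control arrays, 129 to 131 after the 1st exposure and 137 to 140 after the 2nd exposure. Between 22.3% and 27.2% of the probe sets of an array had a Signal under 20, where a ratio is imprecise. The 13809 probe sets with a mean Signal of at least 20 over all arrays were tested on the log2 scale with limma, with 1 mean per treatment, and p values were adjusted by Benjamini-Hochberg at a threshold of 0.05. Means are given with the SD over the 5 arrays of a treatment, log2 fold changes with the standard error of the fit, and the number of arrays limits the precision of both.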

Raw microarray data are given in Additional data file 1.

We performed analysis of variance to identify probe sets with significant differences in expression between the three treatments, and a false positive discovery rate of *q *< 0.05 to account for multiple tests [13]. Significant probe sets were further analyzed by *post hoc *Tukey tests to identify which samples accounted for transcriptional differences between the treatments (Additional data file 2). 

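After the 2nd exposure, the transcript of Try29F, a trypsin-like serine protease, rose from 108 ± 19.6 in control flies to 573 ± 102 (Signal, mean ± SD, n = 5 arrays per treatment), a log2 fold change of 2.40 (standard error 0.17, adjusted p = 6.38e-06). Nmdmc, an enzyme of folate metabolism, rose from 376 ± 118 to 1324 ± 343 (log2 fold change 1.82, adjusted p = 0.000873). CG3106 fell from 817 ± 106 to 299 ± 26.4 (log2 fold change -1.44, adjusted p = 6.38e-06) and LManIII, a lysosomal mannosidase, from 859 ± 250 to 278 ± 70.8 (log2 fold change -1.61, adjusted p = 0.00347). Several of the largest ratios came from transcripts near background in control flies, among them CG15221 (13.8 ± 9.29 to 91.2 ± 13.5), CG1884 (17.3 to 100), CG1874 (9.82 to 48.4), CG9733 (21.8 to 73) and CG14985 (12.2 to 45.9), and CG15253 fell from 89.5 to 17.9. After the 1st exposure, large rises were in CG2962, near background (20.1 to 56.5, log2 fold change 1.72, adjusted p = 0.0449), and in Shrm, a regulator of actin (143 ± 55.8 to 364 ± 29.7, log2 fold change 1.42, adjusted p = 0.0232), and a large fall was in Acsx2, of the acyl-CoA synthetase family (153 ± 39 to 28.8 ± 19.6, log2 fold change -2.65, adjusted p = 0.0112). Transcripts of the ribosomal protein RpL12 (6918 ± 1230 to 10889 ± 324, adjusted p = 0.0199), of RpL24-like (1491 to 2158, adjusted p = 0.00383), of the Arp2/3 complex subunit Arpc3B (175 to 274, adjusted p = 0.0376), of the aquaporin-like Eglp2 (478 to 672, adjusted p = 0.0462), of cDIP (539 to 833) and of CG5767 (897 to 1472) also rose at that time. The calls of CG2962, Shrm, Arpc3B, Eglp2, cDIP, CG5767 and RpL12 after the 1st exposure ended in 14, 8, 10, 12, 8, 11 and 7 of the 15 fits with 1 array left out, and those of CG9733 without 2nd exposure replicate 1 or 5 and of CG14985 in 6 of the 15. With the replicate block the calls of CG2962, Arpc3B, Eglp2, cDIP and CG5767 after the 1st exposure and of CG9733 after the 2nd ended, as did those of CG2962, Arpc3B, Eglp2, cDIP and CG5767 with no Signal filter and those of CG2962, Arpc3B and Shrm on linear Signal.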

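Of 13809 probe sets tested, 499 differed between the 3 treatments by limma's moderated F (2453 at an unadjusted p under 0.05). After the 1st exposure 50 differed from control flies, 24 higher and 26 lower, in 47 named genes, and 19 changed more than 2-fold. After the 2nd exposure 501 differed from control flies, 334 higher and 167 lower, in 456 named genes, and 89 changed more than 2-fold and 81 had a mean Signal under 100. Between the exposures 243 differed, 154 higher and 89 lower after the 2nd. In 48, 426 and 220 of these the 5 arrays of one treatment all lay on 1 side of the 5 arrays of the other, against 386, 753 and 673 of all probe sets tested, which is 2.8%, 5.45% and 4.87% where chance gives 0.794%. The count for the 1st exposure depended on single arrays: it was 23, 29, 24 and 24 without control replicate 1, 2, 3 or 4, and 20, 26, 16 and 18 without 1st exposure replicate 1, 2, 3 or 4. The count between exposures was 157, 129 and 119 without 1st exposure replicate 1, 2 or 4, and 151, 143 and 147 without 2nd exposure replicate 1, 4 or 5; the count over the 3 treatments was 311, 317, 308 and 287 without 2nd exposure replicate 1, 2, 4 or 5. The arrays of both exposures also parted within their treatments, on the component of the residuals that holds 31.7% of their variance: 1st exposure replicates 1 and 3 and 2nd exposure replicates 1, 2 and 3 scored between -18.5 and -5.2, the other exposed arrays between 7.9 and 14.4. With that component as a covariate, chosen after seeing the data, 1009 probe sets differed between the treatments, 110 after the 1st exposure, 998 after the 2nd and 552 between the exposures. With 2nd exposure arrays 4 and 5 left out together, also chosen after seeing the data, 198 differed between the treatments, 254 after the 2nd exposure (128 higher and 126 lower) and 80 between the exposures (34 higher and 46 lower). With the nearest arrays averaged, chosen after seeing the data too, the counts were 269, 8 after the 1st exposure (4 higher and 4 lower) and 98 between the exposures. The balance of higher and lower probe sets depended on the scaling: equalised array medians gave 59 higher and 22 lower after the 1st exposure, 269 and 254 after the 2nd and 86 and 333 between the exposures, so that the excess between the exposures turned from higher to lower, and quantile normalization gave 32 and 20, 330 and 184, and 93 and 80. No Signal filter gave 292 over the treatments, 8 higher and 19 lower after the 1st exposure and 145 between the exposures, and the replicate block 321 over the treatments and 10 higher and 22 lower after the 1st exposure. After the 1st exposure eBayes trend gave 85 and arrayWeights 88, and 2 treatments at a time gave 26 after the 1st exposure and 332 after the 2nd.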

We identified 582 probe sets with changes in gene expression between the treatment groups at *q *< 0.05 (Additional data file 2). Among these genes 112 encode predicted transcripts of unknown function, 173 have both mouse and human orthologues, 13 genes have orthologues only in the mouse, and 21 have only human orthologues. 

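Additional data file 2 marks 203 of its probe sets for an orthologue in human, mouse or both, and 202 of them were tested. After the 2nd exposure 102 of these were higher than in control flies, 27 were lower and 73 did not pass the test; after the 1st exposure 10 were higher and 3 lower. They include HDAC1 (named Rpd3 in the paper), a histone deacetylase, which rose from 159 ± 19.3 in control flies to 292 ± 31 after the 2nd exposure (Signal, SD, n = 5; log2 fold change 0.87, adjusted p = 0.000197), and mnd, an amino acid transporter, which fell from 496 ± 20.7 to 332 ± 20.2 (log2 fold change -0.58, adjusted p = 7.1e-05). Of the 168 tested probe sets marked for both species, 85 were higher and 21 lower after the 2nd exposure; of the 13 marked for mouse alone, 10 were higher and none lower; of the 21 marked for human alone, 7 were higher and 6 lower. The marked probe sets were chosen on these samples, so these counts are not independent evidence of direction. Of all 564 tested probe sets listed there, marked or not, 261 were higher and 126 lower after the 2nd exposure.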

A total of 34 probe sets were significant at a false positive discovery rate of *q *< 0.001; of these, 8 have mammalian orthologues (Table 1).

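At an adjusted p under 0.001 from the moderated F, 36 probe sets differed between the treatments; after the 2nd exposure 20 of them were higher than in control flies and 16 lower, and 28 are among the 34 at this level in Additional data file 2. Most of the genes of Table 1 that rose did so after the 2nd exposure. Spn27A, a serine protease inhibitor of the serpin family, rose from 468 ± 70.5 to 946 ± 30.5 (Signal, SD, n = 5; log2 fold change 1.03, adjusted p = 3.51e-05), CG11878 from 1391 ± 138 to 2758 ± 129 (0.99, adjusted p = 2.12e-05), CG14893 from 125 to 255 (1.03, adjusted p = 0.000352), CG31106 from 733 to 1254 (0.78, adjusted p = 1.33e-05), CG31272 from 884 to 1396 (0.66, adjusted p = 4.42e-05), CG17752 from 430 to 691 (0.69, adjusted p = 0.000352), CG10505 from 85.7 to 207 (1.28, adjusted p = 0.00199) and Picot, a phosphate cotransporter, from 1914 to 2501 (0.39, adjusted p = 0.00464). CoRest, a corepressor of transcription, rose from 407 to 601 (0.56, adjusted p = 0.000329); that call ended when a gene's probe sets were averaged. Lower after the 2nd exposure were CG6733 (1349 ± 126 to 854 ± 42.3, log2 fold change -0.66, adjusted p = 0.000123), CG8562 (1682 to 1097, adjusted p = 0.000493), the acyl-CoA binding protein Acbp5 (9589 ± 714 to 6688 ± 246, -0.52) and ImpL2, a secreted antagonist of insulin signaling (3629 ± 80.7 to 2830 ± 79.8, -0.36, adjusted p = 0.00117). The actin-binding capt was 1703 in control flies and 1970 after the 2nd exposure (adjusted p = 0.0152, lost when array medians were equalised). The mitochondrial carrier Slc25A46a rose after both exposures, from 472 to 570 and 616 (adjusted p = 0.0449 and 0.00118), and the earlier call ended in 14 of the 15 fits with 1 array left out, with the replicate block, with no Signal filter and on log2(Signal + 50). CG5819 was 435, 531 and 344 in control flies and after the 1st and 2nd exposure, lower after the 2nd (adjusted p = 0.0174). Of the 34 probe sets of Table 1, 33 passed the moderated F, 21 were higher and 12 lower after the 2nd exposure, and 4 were higher and 5 lower after the 1st; its ηTrypsin is the probe set assigned here to zetaTry. These genes were chosen on these samples, so the counts are not independent evidence. The count of 36 was 22 without 2nd exposure replicate 1, 22 without replicate 3, 15 without replicate 4 and 19 without replicate 5, 20 without control replicate 4, 22, 19, 22 and 23 without 1st exposure replicate 1, 2, 4 or 5, and 2 with the replicate block; it was 109 with eBayes trend, 73 on log2(Signal + 50), 65 at a mean Signal of at least 70, 20 with no filter, and 67, 9 and 6 with the first component as a covariate, the nearest arrays averaged or 2nd exposure arrays 4 and 5 left out, the last 3 chosen after seeing the data.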

We categorized the 582 significant probe sets as 'acutely' up- or down-regulated if transcript levels show sustained altered expression after the first exposure to ethanol; 'slowly' up-or down-regulated if transcript abundance only changes after the second exposure to alcohol; and 'transiently' up- or down-regulated if transcript levels are altered following the first exposure to ethanol, but are not sustained during the development of tolerance. We found 78 genes that show acute down-regulation and 77 genes that show acute up-regulation, In addition, 104 genes are slowly down-regulated, 258 genes are slowly up-regulated, 33 genes are transiently down-regulated, and 32 genes are transiently up-regulated.

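Sustained falls included Obp69a, an odorant-binding protein of the antenna, and sustained rises included CG11414, whose product is assigned to ubiquitination. Slow rises included Try29F and CG31106, and slow falls included the mannosidase LManIII. By the definitions above, with Tukey's studentized range test at p under 0.05 on the moderated statistics, 486 of the 499 probe sets fell into a class: 100 acute up, 50 acute down, 183 slow up, 103 slow down, 11 transient up and 39 transient down. Another 13 differed in no such pattern, among them per, which was lower after the 1st exposure and higher after the 2nd. Tukey's test was not adjusted over probe sets, so a class can hold a change after the 1st exposure that the adjusted contrast did not call. Elsewhere, counts of probe sets or list members that changed, rose or fell after an exposure are those of the adjusted contrasts. The total of 486 was 300, 311, 301 and 279 without 2nd exposure replicate 1, 2, 4 or 5. With 1 array left out the classes ranged from 63 to 96 acute up, 29 to 50 acute down, 90 to 178 slow up, 57 to 103 slow down, 3 to 14 transient up and 14 to 33 transient down. With array medians equalised there were 100 slow up and 220 slow down, so that the order of these turned, 67 transient up and 11 transient down. Adjusted contrasts gave 17 acute up, 17 acute down, 7 transient up and 8 transient down, no Signal filter 62 acute up, 107 slow up, 56 slow down, 5 transient up and 19 transient down, and the replicate block 112 slow up, 65 slow down, 4 transient up and 19 transient down. Transient up was 18 with quantile normalization, where transient down was 13, 18 on linear Signal, where transient down was 17, 21 on log2(Signal + 50), 20 at a mean Signal of at least 70, 25 with eBayes trend and 26 with arrayWeights.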

Probe sets were annotated and compiled in Gene Ontology categories using Affymetrix software [14] and the FlyBase data base [15,16] (Additional data files 3 and 4). Gene Ontology categories that are significantly more abundant among the probe sets than expected by chance include genes associated with olfactory function, which are acutely down-regulated, regulators of signal transduction, which are acutely up-regulated, metabolic enzymes, including peptidases, hydrolases and pigmentation genes, which are slowly down-regulated, and transcriptional regulators and circadian genes, which are slowly up-regulated (Additional data files 3 and 4). It is possible that the slow up-regulation of genes affecting circadian rhythm could be attributable to the two hour difference in sampling the control animals and those tested for tolerance.

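Among the receptors and binding proteins of smell and taste, a part of the odorant-binding proteins, small secreted proteins that carry odorants to receptors, fell. Of 37 measured, none rose and 7 fell after the 1st exposure (1 and 12 adjusted over the list alone), and 1 rose and 9 fell after the 2nd (1 and 9 adjusted over the list alone). The median log2 fold change of the list was -0.19 and -0.11, and the list was lower than other genes by camera at an adjusted p of 3.8e-11 after the 1st exposure (0.046 with an estimated correlation) and 4.4e-07 after the 2nd (adjusted p = 0.088 with an estimated correlation); with the nearest arrays of a treatment averaged, an alternative chosen after seeing the data, 1 fell after the 1st exposure. Obp22a, 1464 ± 146 in control flies, fell to 1137 ± 67.1 after the 2nd exposure (Signal, SD, n = 5, adjusted p = 0.0382). Whole males were measured, so the tissue in which a member of this family changed is not known, and a fall need not concern smell. Of 57 odorant receptors on the array 15 were measured, and Orco alone fell, after both exposures (camera adjusted p = 0.65 and 0.99; 1 other rose after the 2nd without 2nd exposure replicate 1). Of 26 measured gustatory and ionotropic receptors, Ir25a, a coreceptor of the ionotropic family, fell from 57.2 ± 14.6 to 29.7 ± 3.99 after the 1st exposure (adjusted p = 0.0449) and was 55.1 ± 8.81 after the 2nd; that call ended in 12 of the 15 fits with 1 array left out and with the replicate block, and the family's camera p was 0.095 after the 1st exposure (0.0055 with array medians equalised and 0.028 without control replicate 1) and 0.81 after the 2nd. The olfactory lists hold genes that the study names from these samples, which makes them no independent evidence of direction. Over 25 lists of genes and both exposures, 17 of 50 comparisons with control flies passed camera's threshold, and 4 did so with an estimated correlation.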

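Of the clock genes, per fell from 140 ± 12.7 in control flies to 93.8 ± 17.5 after the 1st exposure (Signal, SD, n = 5; log2 fold change -0.60, standard error 0.12, adjusted p = 0.0493) and was 203 ± 9.18 after the 2nd (0.54 above control, adjusted p = 0.0207; 1.13 above the 1st exposure, adjusted p = 0.000198). per and tim encode the proteins that repress their own transcription in the clock's central loop. tim was 1330 ± 103 in control flies, 1030 ± 36.5 after the 1st exposure (adjusted p = 0.212) and 1501 ± 255 after the 2nd, higher than after the 1st (log2 fold change 0.53, adjusted p = 0.0238). Its dimmer probe set was 154, 143 and 296, higher after the 2nd exposure than in control flies (0.94, adjusted p = 0.00252) and than after the 1st (1.04, adjusted p = 0.00204). vri and Pdp1, transcription factors of the clock's other loop, rose after the 2nd exposure, vri from 725 ± 36 to 928 ± 122 (adjusted p = 0.0247) and Pdp1 from 1485 ± 83.2 to 1852 ± 200 (adjusted p = 0.0336). Clk (742 ± 79.8, 663 ± 41 and 680 ± 56.9) and cry (1345 ± 145, 1396 ± 72.3 and 1233 ± 98.9) did not pass the test. Of the 8 clock genes measured, 3 were higher and none lower after the 2nd exposure (3 adjusted over the list alone; camera adjusted p = 0.033, 0.34 with an estimated correlation), and 1 was lower after the 1st (2 adjusted over the list alone; camera adjusted p = 0.13). The fall of per ended in each of the 15 fits with 1 array left out, its rise without control replicate 4 or 2nd exposure replicate 3, and the difference of tim between the exposures in 7 of the 15 and with the replicate block. The fall of per also ended with quantile normalization, equalised array medians or no Signal filter; the count of 3 was 1 with the replicate block and without control replicate 1, 2, 3 or 4 or 2nd exposure replicate 1, 2, 3 or 4, and the camera p was 0.062 without control replicate 5, 0.059 without 2nd exposure replicate 1 and 0.052 without replicate 2.

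**Figure D1:**
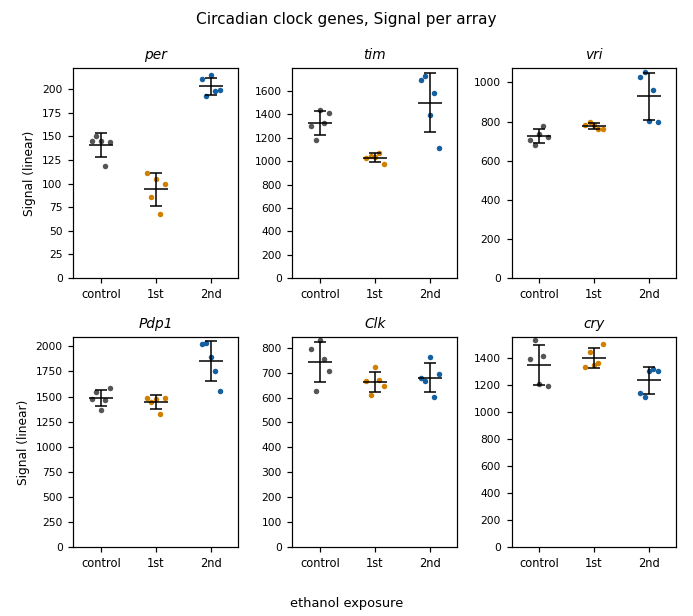
Signal (linear) of 6 clock genes by treatment, 1 point per array, with bars at the mean ± SD of 5 arrays. The per arrays span 118 to 150 in control flies, 67.4 to 111 after the 1st exposure and 193 to 215 after the 2nd.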

Expression of a suite of genes associated with odor recognition is acutely down-regulated, including genes that encode the odorant binding proteins *lush*, *Obp19a*, *Pbprp1-5*, the odorant receptor *Or67d*, and the ubiquitous odorant receptor *Or83b*, which is necessary for transport and insertion of odorant receptors in the chemosensory dendritic membranes of olfactory neurons [17] (Table 1 and Additional data file 2). 

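Genes of the third antennal segment, the part of the antenna that carries the olfactory sensilla, fell together. lush, a binding protein for alcohols and a pheromone, was 271 ± 43.4 in control flies, 96.8 ± 8.95 after the 1st exposure and 96 ± 27 after the 2nd (Signal, SD, n = 5; log2 fold changes -1.48 and -1.53, standard error 0.17, adjusted p = 0.00369 and 0.000329). Obp19a was 443 ± 128, 84.2 ± 24.2 and 91.7 ± 61.8 (-2.39 and -2.42), and its dimmer probe set, at 217, 48.9 and 42.4, was called after the 2nd exposure alone (-2.80, adjusted p = 0.011). Of the Pbprp genes, which encode odorant-binding proteins, Obp69a (Pbprp1) went from 888 ± 163 to 302 ± 45.6 and 259 ± 90.9, Pbprp3 from 1982 ± 565 to 462 ± 92.2 and 437 ± 189, and Obp28a (Pbprp5) from 353 ± 111 to 101 ± 19.4 and 123 ± 37.9. Obp19d (Pbprp2) changed less, from 7110 ± 1038 to 4929 ± 259 and 5119 ± 325 (-0.52 and -0.47). Obp84a (Pbprp4) was 97.6 ± 32.3, 28.1 ± 13.2 (adjusted p = 0.0838) and 32.4 ± 14.9 (adjusted p = 0.0474). Orco (Or83b) fell from 96.4 ± 8.59 to 41.3 ± 12.4 and 47.9 ± 13.5 (-1.27 and -1.06, adjusted p = 0.0199 and 0.0128), and Or67d, at 24.1, 5.98 and 12.6, had a mean below the filter and was not tested. Jhedup, an esterase related to juvenile hormone esterase, and Antdh, a dehydrogenase of the antenna, fell too, Jhedup to 62.5 ± 18.2 from 243 ± 50.3 and Antdh to 135 ± 27 from 280 ± 77.5. Of 18 measured members of the antennal list, 12 fell and none rose after either exposure (15 and 13 adjusted over the list alone). The median log2 fold change was -1.66 and -1.53, and camera gave adjusted p = 2.4e-52 and 2.7e-27 (0.013 and 0.048 with an estimated correlation); several members were chosen by the study on these samples, so the list is not independent evidence. The count stayed within 1.5 times with any 1 array left out, but 2 fell after the 1st exposure with the nearest arrays averaged, an alternative chosen after seeing the data. The 1st exposure call of Obp19d ended without control replicate 2 or 4 or 1st exposure replicate 1, 2, 3 or 4, that of Orco without control replicate 1 or 4 or 1st exposure replicate 3, 4 or 5, and the 2nd exposure call of Obp84a in 11 of the 15 fits. The call of Obp84a also ended with the replicate block, no Signal filter, a mean Signal of at least 70 or arrayWeights, and that of Obp19d after the 1st exposure on linear Signal.

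**Figure D2:**
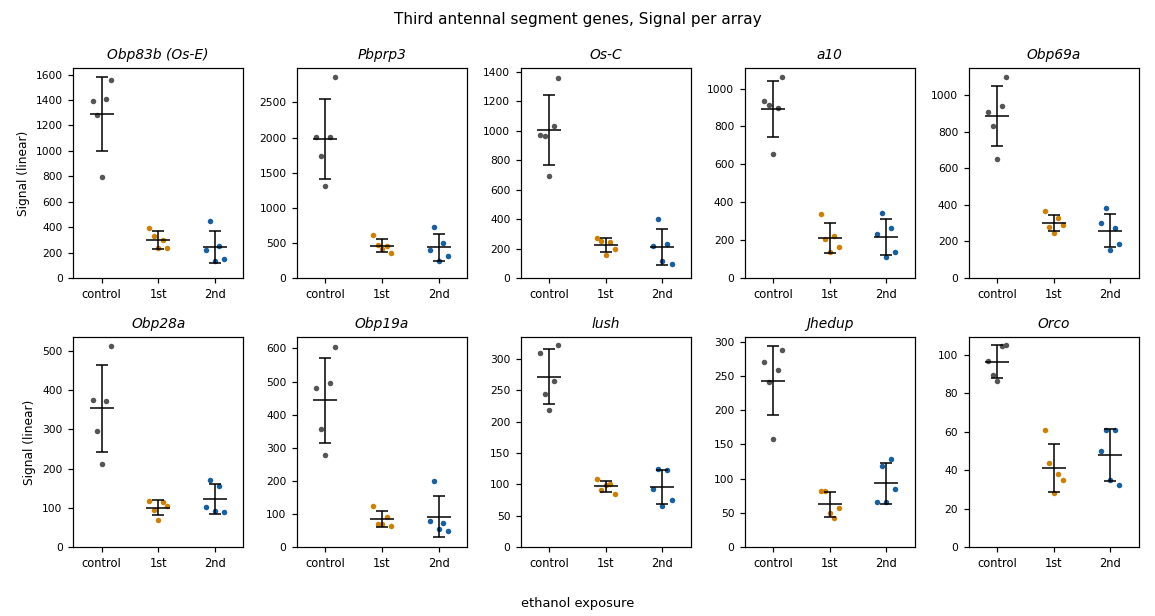
Signal (linear) of 10 genes of the antenna by treatment, 1 point per array, with bars at the mean ± SD of 5 arrays. The Obp83b arrays span 798 to 1558 in control flies, 234 to 393 after the 1st exposure and 136 to 448 after the 2nd; those of lush span 218 to 321, 85.3 to 109 and 65.2 to 124.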

Olfactory specific protein E and antennal proteins 5 and 10 are also acutely down-regulated (Table 1). This pattern of altered transcript abundance reflects acute down-regulation of olfactory function upon exposure to undiluted ethanol vapor. 

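Obp83b (Os-E), an odorant-binding protein of the antenna, fell from 1287 ± 291 in control flies to 300 ± 67.2 after the 1st exposure and was 242 ± 126 after the 2nd (Signal, SD, n = 5; log2 fold changes -2.10 and -2.51, standard error 0.29, adjusted p = 0.00729 and 0.000352). a10, a member of the same secreted protein class as other antennal proteins, fell from 892 ± 147 to 212 ± 78 and 217 ± 95.4 (-2.13 and -2.15, adjusted p = 0.00729 and 0.00156). Os-C, a further antennal transcript, fell from 1005 ± 238 to 225 ± 46.4 and 213 ± 123 (adjusted p = 0.0121 and 0.00128), and its earlier call ended without 1st exposure replicate 3. a5 was 229 ± 42.8 in control flies, 38.5 ± 20.7 after the 1st exposure and 50.8 ± 24.3 after the 2nd, with every exposed array below every control array, but it did not pass the test on the log2 scale (log2 fold changes -3.15 and -2.42, standard error 0.80, adjusted p = 0.148 and 0.123); 1st exposure replicate 5 stood at 2.1. With the nearest arrays averaged, chosen after seeing the data, the 1st exposure calls of Obp83b, a10 and Os-C ended.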

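Obp99d, an odorant-binding protein, was 64 ± 27.8 in control flies and 60.7 ± 14.8 after the 1st exposure and rose to 211 ± 24.2 after the 2nd (Signal, SD, n = 5; log2 fold change 1.85 against control, standard error 0.29, adjusted p = 0.00347; 1.83 against the 1st exposure, adjusted p = 0.0069). Pinocchio (Pino) rose from 3298 ± 146 to 4037 ± 144 after the 1st exposure (0.29, standard error 0.05, adjusted p = 0.0196) and was 4657 ± 125 after the 2nd, higher than in control flies (0.50, adjusted p = 7.77e-05) and than after the 1st (0.21, adjusted p = 0.0443). The 1st exposure call of Pino ended without control replicate 3 or 1st exposure replicate 1, 3 or 4, with the replicate block and after quantile normalization, and its difference between the exposures ended in 13 of the 15 fits with 1 array left out and with the replicate block, quantile normalization, equalised medians, log2(Signal + 50) or no filter.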

Expression of two olfactory proteins is up-regulated: *Obp99d *is slowly up-regulated and *Pinocchio*, a gene that encodes a protein implicated in removal of xenobiotics from the sensillar perilymph [18], is transiently up-regulated upon exposure to ethanol (Table 1). In addition, biotransformation enzymes, including those encoded by *Cyp6a2 *and *Cyp6a13*, and *glutathione-S-transferase D5*, are acutely up-regulated. 

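Cyp6a2, a cytochrome P450 that metabolizes insecticides, was 270 ± 23.5 in control flies, 311 ± 17.6 after the 1st exposure (adjusted p = 0.326) and 348 ± 28.7 after the 2nd, where it rose (Signal, SD, n = 5; log2 fold change 0.37, standard error 0.07, adjusted p = 0.0136). Cyp6a13 was 398 ± 31.1, 520 ± 21.7 and 467 ± 59.2. Its 3 treatments differed by the moderated F (adjusted p = 0.046), and neither exposure passed against control alone (adjusted p = 0.0764 and 0.185). GstD5, a glutathione S-transferase, was 220 ± 18.6, 297 ± 62.3 (adjusted p = 0.23) and 342 ± 22.3, higher after the 2nd exposure (0.64, adjusted p = 0.0108). Of 73 measured P450s, the adjusted contrast called none after the 1st exposure (2 higher adjusted over the list alone). Tukey's test classed Cyp309a1 as acute up. After the 2nd exposure 4 rose and 3 fell (5 and 7 adjusted over the list alone), with Cyp6t3 lowest (50.9 ± 5.76 to 15.3 ± 10.8, adjusted p = 0.0179). Camera gave adjusted p = 0.65 for both exposures. The 2nd exposure counts were 3 and 5 without 2nd exposure replicate 4. Of 32 glutathione S-transferases, 2 fell after the 1st exposure, GstE4 (346 ± 112 to 81.4 ± 16.6, adjusted p = 0.0114) and GstD11 (93.8 to 42, adjusted p = 0.0196), and after the 2nd 4 rose and 2 fell, with GstE4 at 98.2 ± 41.4 and GstZ2 down from 148 to 86 (2 lower, then 5 higher and 2 lower, adjusted over the list alone; camera adjusted p = 0.056 and 0.079, the list's mean log2 fold change after the 1st exposure being -0.02 and its median 0.08). Camera's direction for these transferases was up after both exposures, with 25 and 24 of the 32 above control. Its p for a rise after the 1st exposure passed the threshold on linear Signal (0.039), with no filter (0.031), a mean Signal of at least 70 (0.017), eBayes trend (just under 0.05) or arrayWeights (0.0036) and with the first component as a covariate (0.027), and it was 0.026 and 0.041 without control replicate 2 or 4 and 0.01 and 0.0014 without 1st exposure replicate 1 or 3. For the 2nd exposure it was 0.043 at a mean Signal of at least 70, 0.04 with the covariate, 0.042 without control replicate 2 and 0.031 and 0.039 without 2nd exposure replicate 1 or 2. The count of 2 was 1 with the replicate block and without control replicate 4 or 1st exposure replicate 3 or 4, and the 2 that fell after the 2nd were 1 with the replicate block and without control replicate 1, 2 or 4 or 2nd exposure replicate 1, 2 or 3. Of 31 UDP-glycosyltransferases, which conjugate small lipophilic compounds to sugars, none changed after the 1st exposure, and after the 2nd Ugt37A2 (190 to 358, adjusted p = 0.0192) and Ugt35C1 (1283 to 1767, adjusted p = 0.0299) rose and Ugt35B1 (2659 to 2098, adjusted p = 0.0197) fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.35 and 0.43); each of these counts changed in some of the fits with 1 array left out, to 0 higher and 2 lower without 2nd exposure replicate 4, 1 higher without control replicate 2 or 5 or 2nd exposure replicate 1 or 5, and 0 lower without control replicate 3, and with the replicate block they were 1 higher and 2 lower. The calls of Cyp6a2 and GstD5 ended with 2nd exposure arrays 4 and 5 left out together, and in that fit after the 2nd exposure 2 P450s were higher and 2 lower, no glutathione S-transferase was higher and 2 were lower, and no UDP-glycosyltransferase was higher and 1 was lower. The P450s and the UDP-glycosyltransferases then passed camera's threshold as lower (adjusted p = 0.034 and 0.039), and 1 P450 was lower after the 1st exposure. That setting and the covariate were chosen after seeing the data.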

Since Pinocchio is extensively expressed throughout the third antennal segment [18], it is unlikely that the observed reduction in expression of the subset of odorant binding proteins and odorant receptors is due to ethanol induced tissue damage.

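Other transcripts of the antenna did not fall in equal measure. Over the 12 members of the antennal list that fell after the 1st exposure, the log2 fold change ranged from -2.39 to -0.91 with a median of -1.88. Over all 18 measured members, the 6 not called included, the changes were more unequal than the spread between arrays. The exact permutation test over 126 splits gave p = 0.0079, the smallest p that they allow. It was not run on the 12 alone. Unequal changes cannot decide whether fewer antennae or less antennal RNA in the exposed pools contributed. Members near background or also expressed elsewhere in the fly would then fall unequally too. Snmp1, a membrane protein of pheromone-sensing neurons, was 157 ± 16.6 in control flies and 121 ± 20.6 after the 1st exposure (Signal, SD, n = 5; log2 fold change -0.39, standard error 0.12, adjusted p = 0.251). Of the ionotropic coreceptors of the antenna, Ir8a and Ir76b lay near background, at 28.9 ± 14.1 and 21.3 ± 6.79 in control flies and 24.9 ± 9.96 and 16.4 ± 7.91 after the 1st exposure, and did not pass the test.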

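Among stress proteins, l(2)efl, a small heat shock protein, was 9738 ± 1155 in control flies and 9620 ± 460 after the 1st exposure and rose to 12374 ± 352 after the 2nd (Signal, SD, n = 5; log2 fold change 0.35, standard error 0.07, adjusted p = 0.0133); a 2nd probe set for it was 3088 ± 352, 3116 ± 142 and 4453 ± 309 (adjusted p = 0.00156 for the 2nd exposure), and a dim one was 52.9, 113 (adjusted p = 0.184) and 148. The probe set shared by copies of Hsp70, the heat-inducible chaperone, rose from 82.8 ± 16.4 to 177 ± 39.7 after the 1st exposure (1.09, standard error 0.20, adjusted p = 0.0345) and was 169 ± 42.5 after the 2nd (1.02, adjusted p = 0.0109). The earlier call ended in 9 of the 15 fits with 1 array left out and with no filter, and both ended on linear Signal. p38a (Mpk2), a stress-activated kinase, was 516 ± 37, 582 ± 14.9 (adjusted p = 0.25) and 577 ± 18.6 (adjusted p = 0.124). The list of heat shock proteins has 9 measured members and leaves out the shared Hsp70 probe set. Of these 9, l(2)efl passed the test after the 2nd exposure (the same adjusted over the list alone), with a median log2 fold change of 0.16 for the list (camera adjusted p = 0.014, 0.51 with an estimated correlation, and 0.061 without 2nd exposure replicate 3); after the 1st exposure the camera p was 0.54. The Turandot genes, secreted factors of the response to severe stress, were led by TotC (998 ± 582, 1956 ± 427 and 760 ± 327) and TotM (395 ± 347, 702 ± 306 and 149 ± 76.8); none of the 3 measured passed the test (1 higher after the 1st exposure adjusted over the list alone), and the list was higher after the 1st exposure by camera (adjusted p = 0.039, 0.24 with an estimated correlation; 0.13, 0.075 and 0.063 without control replicate 1, 3 or 4, 0.087 and 0.074 without 1st exposure replicate 2 or 4, 0.051 without 2nd exposure replicate 4, 0.14 with array medians equalised, 0.055 on linear Signal, 0.28 with no filter and 0.056 with 2 treatments at a time) and 0.37 after the 2nd.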

Immediate up-regulation is also observed for transcripts involved in response to stress, including *l(2)efl*, *Mpk2 *and *Hsp70Ab*. Several transcriptional regulators are rapidly up-regulated, including *cabut*, *Aly *and *Drop *along with transcripts involved in protein ubiquitination (*mib1*, *CG11414*, *CG40045 *and *TSG101*). 

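cbt, a zinc finger transcription factor, rose from 3968 ± 236 in control flies to 5520 ± 148 after the 1st exposure and was 5753 ± 337 after the 2nd (Signal, SD, n = 5; log2 fold changes 0.48 and 0.54, standard error 0.06, adjusted p = 0.00369 and 0.000197). The RNA export factor Ref1 (Aly) was 92.6 ± 9.05, 138 ± 23.2 (adjusted p = 0.0868) and 146 ± 21 (0.65, adjusted p = 0.0113), and its 2 brighter probe sets were 1294, 1336 and 1311, and 212, 287 and 311 (0.56, adjusted p = 0.0541 for the 2nd exposure). The homeobox factor Dr (Drop) was 162 ± 37.3, 219 ± 25.4 (adjusted p = 0.249) and 258 ± 25.2 (0.70, adjusted p = 0.0135). Of the genes of ubiquitination, CG11414 rose from 484 ± 37.3 to 811 ± 38.9 and 861 ± 45.8 (0.75 and 0.83, standard error 0.06, adjusted p = 0.000193 and 1.33e-05), and TSG101, of the sorting of ubiquitinated membrane proteins, from 1921 ± 291 to 2740 ± 129 and 2803 ± 237 (adjusted p = 0.0262 and 0.00423). The ubiquitin ligase mib1 was 460 ± 30.3, 557 ± 48.2 (adjusted p = 0.164) and 604 ± 39.8 (adjusted p = 0.00795), and CG40045 was 2714 ± 236, 3228 ± 196 and 3104 ± 82.5 (adjusted p = 0.151 and 0.119). Of 6 acutely up-regulated probe sets annotated with ubiquitin in Additional data file 2, 3 were higher after the 1st exposure and 4 after the 2nd; the study chose them on these samples. Of 12 genes whose transcripts follow neuronal activity, cbt alone rose after each exposure (3 higher after the 1st exposure adjusted over the list alone). Camera gave adjusted p = 0.035 for a rise of that list after the 1st exposure (0.55 with an estimated correlation) although the median log2 fold change was -0.03 and the mean 0.04, and the p was 0.078 with the replicate block, 0.065 with arrayWeights, 0.076 without control replicate 3 and 0.062, 0.087 and 0.071 without 1st exposure replicate 1, 3 or 4; after the 2nd exposure it was 0.6, and 2 members rose without control replicate 2. The 1st exposure call of TSG101 ended in 8 of the 15 fits with 1 array left out and with the replicate block, and the 2nd exposure calls of Ref1, Dr and mib1 ended with 2nd exposure arrays 4 and 5 left out together, chosen after seeing the data.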

*CG1516*, which is orthologous to human pyruvate carboxylase is also acutely up-regulated after ethanol exposure (Additional data file 2).

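The probe set for PCB (CG1516) in Additional data file 2 was 680 ± 94.4 in control flies, 1021 ± 194 after the 1st exposure and 1248 ± 197 after the 2nd (Signal, SD, n = 5). The log2 fold change was 0.58 after the 1st exposure (standard error 0.15, adjusted p = 0.158) and 0.87 after the 2nd, where it passed the test (adjusted p = 0.00499). A brighter probe set for the same gene was 6910 ± 288, 6663 ± 512 and 6455 ± 592 and did not change (log2 fold changes -0.06 and -0.10, adjusted p = 0.87 and 0.528). Pyruvate carboxylase makes oxaloacetate from pyruvate.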

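Most probe sets called after the 1st exposure were also called after the 2nd, an overlap that the shared control arrays raise by themselves. Of the 50 probe sets that differed from control flies after the 1st exposure, 35 also did so after the 2nd, 34 of them in the same direction; per was the other. The 17 that were higher after both include cbt, CG11414 and RpL24-like (2158 ± 146 and 1905 ± 166, against 1491 ± 33.4 in control flies; Signal, SD, n = 5), and the 17 that were lower after both include lush, Jhedup and the antennal a10. In 100 simulations of unchanged groups that share controls, as many top-ranked probe sets as were called shared a median of 11 higher (5 to 17) and 8.5 lower (4 to 14), and 2 of the 100 reached the 17 higher and none the 17 lower. Independent calls would share 0.58 higher and 0.31 lower, numbers that take no account of the shared controls, and the simulated ones take none of real effects, so the excess over either is not a measure of a shared effect. The shared counts were 5, 11, 6 and 7 higher without control replicate 1, 2, 3 or 4, 3, 6, 4, 5 and 10 without 1st exposure replicate 1, 2, 3, 4 or 5 and 10 without 2nd exposure replicate 1 or 4 and with the replicate block; the lower ones were 11 without control replicate 4 and 12 to 16 without the others named, and they were 4 higher and 3 lower with the nearest arrays averaged and 11 and 16 with 2nd exposure arrays 4 and 5 left out together, both chosen after seeing the data. The log2 fold changes of the exposures correlated across the probe sets tested (r = 0.517, covariance 0.051); unchanged simulated groups that share controls gave a mean r of 0.502 (highest 0.54, above the observed r) and a mean covariance of 0.0311 (highest 0.035), and with the controls split between the comparisons the median was r = 0.159 and a covariance of 0.0207 (0.0105 to 0.0263). Probe sets are not independent replicates. Genes that differed between the exposures include Try29F, Obp99d and MtnD, all higher after the 2nd, and CG6283 (659 ± 131 in control flies, 1016 ± 188 and 458 ± 112, adjusted p = 0.0069) and CG13482 (2972, 4163 and 1978, adjusted p = 0.00539), lower after the 2nd than after the 1st.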

During the two hour period in which tolerance culminates we observe modulation of transcription of a different set of genes. 

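After the 2nd exposure the gut trypsins zetaTry, lambdaTry and etaTry were lower than in control flies. zetaTry fell from 1197 ± 68 to 791 ± 15.2 (Signal, SD, n = 5; log2 fold change -0.60, standard error 0.06, adjusted p = 5.93e-05), lambdaTry from 3707 ± 391 to 2714 ± 222 (-0.45, adjusted p = 0.0132) and etaTry from 562 to 439 (-0.36, adjusted p = 0.00608). The chymotrypsin-like Jon44E and Jon99Fi fell too (-0.55 and -0.46, adjusted p = 0.00428 and 0.0109), while Ser8 rose from 1066 to 1470 (adjusted p = 0.0188). Of 28 digestive serine proteases, 5 fell and 2 rose after the 2nd exposure, the same adjusted over the list alone. Camera gave adjusted p = 0.0072 for a fall, 0.55 with an estimated correlation, 0.071 without 2nd exposure replicate 1 and 0.096 without replicate 2. The 2 that rose were 1 without 2nd exposure replicate 3 and with the replicate block. After the 1st exposure the adjusted contrast called none, though Tukey's test classed zetaTry as acute down. The list's median log2 fold change after the 1st exposure was -0.12 (camera adjusted p = 0.045, 0.67 with an estimated correlation). That camera p was 0.07 with the replicate block, 0.056 with array medians equalised and 0.061 with arrayWeights. It was 0.11, 0.13 and 0.18 without control replicate 1, 3 or 4, and 0.42 without 1st exposure replicate 3. Among lipid genes, bgm (bubblegum), an acyl-CoA synthetase of very long chain fatty acids, fell from 1751 ± 179 to 1232 ± 148 (-0.51, adjusted p = 0.0137), Hmgs, of hydroxymethylglutaryl-CoA synthesis, from 2301 ± 93.6 to 1833 ± 108 (-0.33, adjusted p = 0.00383) and apolpp, the apolipoprotein of the blood lipid carrier, from 11729 ± 902 to 8919 ± 952 (-0.40, adjusted p = 0.0135), and Lsd-1, a lipid droplet protein, rose from 1725 ± 227 to 3119 ± 734 (0.83, adjusted p = 0.0188). NLaz, a lipocalin, was 1918 ± 83.8 in control flies and 1677 ± 58.6 after the 2nd exposure (-0.19, adjusted p = 0.0707), lower than after the 1st (2002 ± 123, adjusted p = 0.0326). Of 21 genes of lipid transport and oxidation, 4 fell and 1 rose after the 2nd exposure (6 and 1 adjusted over the list alone; camera adjusted p = 0.0072 for a fall, 0.56 with an estimated correlation, 0.065 without 2nd exposure replicate 2; none rose without 2nd exposure replicate 4 or 5), and none after the 1st (1 higher adjusted over the list alone; 0.27, and 0.041 without 1st exposure replicate 3). Of the 16 slowly down-regulated probe sets annotated with proteolysis or peptidase in Additional data file 2, 12 were lower after the 2nd exposure (log2 fold change -1.05 to -0.22 for those that fell). Of 9 annotated with lipid or fatty acid, 6 were lower. These sets were chosen on these samples, by words in the annotation, and need not be the genes that the paper counts. The call of lambdaTry ended with the replicate block. The differences of Hmgs, NLaz and bgm between the exposures ended in 6, 8 and 5 of the 15 fits with 1 array left out, those of bgm being without 1st exposure replicate 2, 4 or 5 or 2nd exposure replicate 1 or 2, and all 3 ended with the replicate block.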

Sixteen genes that encode proteases are down-regulated along with six genes associated with lipid transport and fatty acid metabolism, including *bubblegum*, *NLaz *and *Hmgs*. Two biotransformation enzymes, encoded by *Cyp12e1 *and *Cyp4ac1*, are also down-regulated, as is the transcriptional regulator *Sir2*.

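Cyp12e1, a mitochondrial cytochrome P450, was 167 ± 12.3 in control flies, 160 ± 10.6 after the 1st exposure and 138 ± 4.98 after the 2nd, where it was lower (Signal, SD, n = 5; log2 fold change -0.27, standard error 0.06, adjusted p = 0.0266). Cyp4ac1 was 672 ± 63.4, 664 ± 93.2 and 488 ± 18.8 (-0.46, adjusted p = 0.0171). Sirt1 (Sir2), a histone deacetylase that depends on NAD, was 811 ± 90.2, 855 ± 33.6 and 604 ± 70.8 (-0.43, adjusted p = 0.0192; -0.51 against the 1st exposure, adjusted p = 0.0147). The call of Cyp12e1 ended without control replicate 1 or 3 or 2nd exposure replicate 1, 3 or 4, with the replicate block, log2(Signal + 50), no filter or eBayes trend and when a gene's probe sets were averaged, and those of all 3 genes ended with 2nd exposure arrays 4 and 5 left out together, an alternative chosen after seeing the data.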

At the same time there is an extensive increase in expression of transcriptional regulators, proteases and metabolic enzymes. 

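Gγ1, a G protein subunit, was 876 ± 112 in control flies and 962 ± 19 after the 1st exposure and rose to 1214 ± 107 after the 2nd (Signal, SD, n = 5; log2 fold change 0.48, standard error 0.09, adjusted p = 0.00686); fz2, a Wnt receptor, rose from 71.4 ± 18.5 to 144 ± 19.1 (1.04, adjusted p = 0.00402) and Pkcdelta, a protein kinase C, from 499 ± 26.6 to 632 ± 53.9 (0.34, adjusted p = 0.0232). rdgA, a diacylglycerol kinase, was 175 ± 28.4 in control flies, 147 ± 10.3 after the 1st exposure and 224 ± 32.4 after the 2nd, higher than after the 1st (0.60, adjusted p = 0.02) and not past the test against control (0.36, adjusted p = 0.114); its brighter probe set was 355, 259 and 352. Cyp6a8 rose from 1259 ± 129 to 2216 ± 257 (0.81, adjusted p = 0.000329), Cyp309a1 from 260 ± 67.9 to 510 ± 62.2 (1.00, adjusted p = 0.00286) and Cyp4e3 from 58.6 ± 21.1 to 109 ± 12 (0.97, adjusted p = 0.0264). GstD1, an abundant glutathione S-transferase, rose from 10008 ± 498 to 11900 ± 447 (0.25, adjusted p = 0.0148), GstE7 from 978 ± 112 to 1338 ± 78.7 (0.46, adjusted p = 0.0157) and GstE5 from 215 ± 35.6 to 287 ± 11.2 (0.43, adjusted p = 0.0235; adjusted p of the moderated F 0.0503). Of the slowly up-regulated probe sets of Additional data file 2, 12 of 14 annotated as transcription factors were higher after the 2nd exposure. So were 12 of 17 annotated with proteolysis or peptidase and 36 of the 41 tested with metabolism. These sets were picked by words in the annotation and are not the sets that the paper counts. They were chosen on these samples, so the counts are not independent evidence. The call of Pkcdelta ended without control replicate 3 or 5 or 2nd exposure replicate 4 or 5, with medians equalised, the replicate block or a gene's probe sets averaged, that of GstE5 without control replicate 1 or 2nd exposure replicate 1, 2 or 5, that of Cyp4e3 in 6 of the 15 fits with 1 array left out, and the rdgA difference without 1st exposure replicate 4 and with a gene's probe sets averaged; the replicate block also ended GstE5 and Cyp4e3. With 2nd exposure arrays 4 and 5 left out together, chosen after seeing the data, the calls of Pkcdelta, Cyp4e3, GstD1, GstE5 and GstE7 ended.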

Nineteen transcription factors, eleven proteases and thirty enzymes associated with metabolism, including signal transduction components (protein kinase C δ, *rdgA*, G protein subunit γ1, *fz2*), enzymes associated with fatty acid biosynthesis and intermediary metabolism (for example, malic enzyme), and biotransformation enzymes (encoded by *Cyp6a8*, *Cyp4e3*, *Cyp309a1*, *GstD1*, *GstE5*, *GstE7*) are up-regulated (Additional data file 2). Thus, a single exposure to ethanol has the potential to elicit profound changes in the protein composition of the cell through altered transcriptional regulation and proteolysis aimed at rapidly adapting cellular metabolism to the consequences of alcohol intoxication.

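The paper states this conclusion directly after it counts the transcription factors, proteases and metabolic enzymes that are up-regulated in Additional data file 2, among them signal transduction components, enzymes of fatty acid biosynthesis and intermediary metabolism such as malic enzyme, and biotransformation enzymes. From the higher transcripts of regulators and proteases it concludes that altered transcription and proteolysis can change which proteins the cell holds, and it names metabolism as what they adapt. The transcripts were measured in whole flies and proteins were not. The 2nd exposure groups differ from control flies in recovery time and in a repeated exposure together. They were also sampled later, had passed through the inebriometer and were selected by elution at 7 to 10 minutes.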

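Transcripts that Additional data file 2 marks for the mouse meta-analysis were mostly higher after the 2nd exposure. Of 46 such probe sets, 26 were higher than in control flies after the 2nd exposure, 2 were lower and 18 did not pass the test, and after the 1st exposure 1 was higher and none lower; 31 passed the moderated F. Log2 fold changes of those that passed after the 2nd exposure ranged from -0.32 to 1.91. The marked genes include capt, PCB, l(2)efl, Pdp1, rdgA and CG1884. The mark was given to probe sets chosen on these samples, so the direction is not independent evidence. Of all 564 tested probe sets of Additional data file 2, 261 were higher and 126 lower after the 2nd exposure. More rises than falls are thus not particular to the marked ones.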

Forty-six genes with altered transcript abundance on our microarrays correspond to murine orthologues implicated in altered transcriptional regulation in a recent meta-analysis study of alcohol drinking preference in mice [19] (Additional data file 2). Furthermore, several of the genes with changes in transcript levels have been associated previously with responses to alcohol exposure, including *lush*, which encodes a *Drosophila *odorant binding protein that interacts with short chain alcohols [20] and the contact pheromone *cis*-vaccenyl acetate [21], *NLaz*, which encodes an orthologue of human apolipoprotein D, which is preferentially expressed in prefrontal cortex of alcoholics [22], and *period*, a regulator of circadian activity that has been associated with alcohol consumption in mice and humans [23]. In addition, *Sorbitol dehydrogenase 2*, *CG1600 *and *v(2)k05816*, which harbor alcohol dehydrogenase activity (Additional data file 2), also show altered transcript levels.

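The 3 genes moved in different ways. lush fell after both exposures, in all 10 exposed arrays below all 5 control arrays. NLaz passed the test only between the exposures (log2 fold change -0.25, standard error 0.05), a call that ended in 8 of the 15 fits with 1 array left out and with the replicate block, and was called against control flies by neither exposure (log2 fold change 0.06 after the 1st). per was lower after the 1st exposure, a call that ended in each of the 15 fits with 1 array left out, and higher after the 2nd, a call that ended with 2nd exposure arrays 4 and 5 left out together, chosen after seeing the data.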

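Sodh2 (Sorbitol dehydrogenase 2) was 240 ± 10.7 in control flies, 188 ± 23.1 after the 1st exposure and 189 ± 18.1 after the 2nd, with every exposed array below every control array (Signal, SD, n = 5), but did not pass the test (log2 fold changes -0.36 and -0.35, standard error 0.09, adjusted p = 0.151 and 0.0521). Drat (CG1600) was 3426 ± 156, 4097 ± 223 (0.26, adjusted p = 0.054) and 4332 ± 102, where it rose (0.34, standard error 0.05, adjusted p = 0.00252). The probe set that Additional data file 2 lists for v(2)k05816, a fatty acid synthase, is assigned here to FASN2, which rose after the 2nd exposure, from 2720 ± 187 to 3490 ± 122 (0.36, adjusted p = 0.00887), and FASN1, the more abundant, was 16579 ± 543, 15712 ± 504 and 16737 ± 1747 (adjusted p = 0.768 and 0.972). Of 5 measured genes of ethanol and polyol metabolism, among them Sodh1 (3448 ± 349, 3640 ± 607 and 2926 ± 427) and catalase (7263 ± 186, 7345 ± 179 and 7718 ± 416), none passed the test (1 lower after each exposure adjusted over the list alone; camera adjusted p = 0.93 and 0.37). Sodh2 was called after the 2nd exposure without 1st exposure replicate 1 or 3, and the FASN2 difference between the exposures (0.32, adjusted p = 0.0289) ended in 9 of the 15 fits with 1 array left out and with equalised medians or no filter.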

Mutant analysis has implicated a handful of other genes in sensitivity to ethanol. These include the *cheapdate *allele of *amnesiac *[24], which encodes a neuropeptide thought to activate the cyclic AMP signaling pathway [25]; the calcium/calmodulin-dependent adenylate cyclase encoded by the *rutabaga *(*rut*) gene [24]; the axonal migration and cell adhesion receptor, *fasciclin II *(*Fas2*) [26]; *PkaR2*, which encodes a cyclic AMP-dependent protein kinase [27]; the gene encoding the GABA-B receptor 1 [28]; and the genes encoding the *Drosophila *neuropeptide F (*npf*, a homolog of the mammalian neuropeptide Y) and its receptor [29]. In addition, heat stress has been found to induce tolerance to a subsequent exposure to ethanol and implicated a nucleic acid binding zinc finger protein encoded by the *hangover *(*hang*) gene in both the response to heat stress and the induction of ethanol tolerance [30]. Induction of ethanol tolerance was completely abolished in flies carrying both null mutations in *hang *and in the gene encoding tyramine β-hydroxylase (*Tbh*), which suggested that *hang *and the neurotransmitter octopamine mediate separate pathways involved in the induction of ethanol tolerance [30]. Further, mutations in *slowpoke*, which encodes a large-conductance calcium-activated potassium channel, eliminate the capacity for rapid tolerance, defined as reduction of the duration of sedation on a second exposure to ethanol [31,32].

However, none of these genes exhibited significant alterations in transcript abundance following one or two exposures to ethanol in this study, at our false discovery rate threshold of *q *< 0.05. 

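Of the earlier ethanol genes measured here, none passed the test after either exposure. hang was 478 ± 26.2 in control flies, 402 ± 27.4 after the 1st exposure and 456 ± 37.8 after the 2nd (Signal, SD, n = 5; log2 fold change -0.25, adjusted p = 0.191 after the 1st), and slo was 376 ± 38.1, 302 ± 40.1 and 378 ± 61.6 (-0.32, adjusted p = 0.349); on both, the 5 arrays of the 1st exposure lay below the 5 control arrays. Of 7 genes past the Signal filter, limma called none in either comparison (1 lower after the 1st exposure adjusted over the list alone), and the list did not pass camera's threshold (camera adjusted p = 0.33 and 0.93). The median of the list against the control mean was -0.213 to -0.105 on the 5 arrays of the 1st exposure and -0.085 to 0.118 on the 5 control arrays. Fas2 and Pka-R2 were not analysed here.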

Several factors could account for this discrepancy. 

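amn, a neuropeptide gene, had a mean Signal of 9.56 ± 10 in control flies, 5.24 ± 7.12 after the 1st exposure and 7.96 ± 7.18 after the 2nd (SD, n = 5), at background on these arrays of whole flies, and was below the filter of 20. GABA-B-R1 was 57.6 ± 15, 47.4 ± 7.38 and 53.1 ± 24.2 and was tested (adjusted p = 0.903 and 0.78).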

First, the genes may have low levels of expression in adult flies, such as *amnesiac *and *GABA-B-1*, which had absent calls and were consequently not included in the analysis. Second, the magnitude of the differences in expression may have been too small to be detected with our experimental design. *Fas2*, *Pka-R2*, *rut*, *npf*, *hang *and *Tbh *all exhibited changes in transcript abundance on exposure to ethanol, but the mean differences between treatments were not large enough to be significant. 

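rut, an adenylate cyclase, was 148 ± 17.1 in control flies, 129 ± 20.4 after the 1st exposure and 139 ± 21.8 after the 2nd (Signal, SD, n = 5; adjusted p = 0.647 and 0.778). NPF was 224 ± 29.6, 258 ± 20.1 and 227 ± 21.4 (adjusted p = 0.466 and 0.939), and its receptor NPFR 75.7 ± 9.28, 76.6 ± 17.3 and 74.6 ± 22.5. Tbh, of octopamine synthesis, was 61.3 ± 10.3, 62.1 ± 14.5 and 74.3 ± 9.5 (log2 fold change 0.28 after the 2nd exposure, standard error 0.16, adjusted p = 0.424). In data simulated on these arrays, the moderated F over the 3 treatments recovered 48% of probe sets changed by 0.5 on the log2 scale and 88% of those changed by 1 at the threshold of 0.05. The recovery of the contrasts with control, whose p values are given above, was not simulated.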

Third, differences in the definition of tolerance may be relevant. *slowpoke *expression in the nervous system is required for tolerance defined as reduced sedation on a second exposure to ethanol four hours after the initial exposure [31,32] but the effects of reduced *slowpoke *expression have not been tested in our paradigm. Fourth, the mutational effects may be due to post-transcriptional regulation. Nevertheless, our results point at modulation of a complex genetic network upon alcohol exposure, in contrast to a simple linear model of two distinct and independent cellular pathways [30].

Next, we asked to what extent genes with altered expression on the microarrays (Additional data file 2) can be causally implicated in determining alcohol sensitivity or the tolerance response. 

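The 20 genes of Table 2 changed mainly after the 2nd exposure. Gbs-70E (CG9238), a glycogen-binding phosphatase subunit, rose from 3501 ± 307 in control flies to 5677 ± 385 (Signal, SD, n = 5; log2 fold change 0.70, standard error 0.08, adjusted p = 0.000329), elB, a zinc finger protein, from 225 ± 12.3 to 307 ± 33.9 (0.45, adjusted p = 0.00887), salm, a homeotic transcription factor, from 182 ± 41 to 334 ± 54.8 (0.89, adjusted p = 0.0215), Ubr1 (CG9086), a ubiquitin ligase, from 225 to 309 (0.46, adjusted p = 0.0234), Prps (CG6767), of phosphoribosyl pyrophosphate synthesis, from 2965 to 3878 (0.39, adjusted p = 0.0134) and ttk, a transcriptional repressor, from 500 to 595 (0.25, adjusted p = 0.0451). nuf, of recycling endosomes, rose from 63.5 ± 12.6 to 145 ± 26.5 on 1 probe set (1.20, adjusted p = 0.0011), and its brighter probe set was 2306, 2278 and 2354; Arc1 (CG12505) rose from 2052 ± 619 to 4237 ± 599 (1.11, adjusted p = 0.0133), and its brighter probe set was 8768, 8537 and 9018. Fkbp14 (Fkbp13), a prolyl isomerase, fell from 3226 to 2689 (-0.26, adjusted p = 0.0118). Thor, the translation repressor 4E-BP, was 8337 ± 332, 10567 ± 551 (0.34, adjusted p = 0.0922) and 7499 ± 885, lower after the 2nd exposure than after the 1st (-0.50, adjusted p = 0.00523). lola was 547, 600 and 730 (0.43, adjusted p = 0.0342 for the 2nd exposure; 0.0704 by the moderated F), and its brighter probe set went the other way, at 794, 814 and 729 (-0.12, adjusted p = 0.625), as did another at 622, 524 and 434 (-0.56, adjusted p = 0.1); none of the 14 other probe sets of lola passed the test. siz (CG32434) was 1014, 948 and 1127, higher after the 2nd exposure than after the 1st (adjusted p = 0.0432), and Hr38, near background at 13.3 ± 5.39, 24.4 ± 11.6 and 39.5 ± 5.7, had adjusted p = 0.0555, with its brighter probe set at 153, 138 and 128. Over the 20 genes, the adjusted contrasts with control flies called 13 higher and 3 lower after the 2nd exposure, with 4 not called, and none after the 1st. The moderated F passed 16. By Tukey's test, which is not adjusted over probe sets, Gbs-70E and PCB were acute up and Thor transient up. Those classes hold a change after the 1st exposure. The genes were chosen by the study on these samples, so the counts are not independent evidence. The calls of lola and Ubr1 ended in 6 and that of ttk in 12 of the 15 fits with 1 array left out, that of salm without control replicate 3 or 2nd exposure replicate 4 or 5, and those of siz and capt between the exposures in 11 and 10. Those of ttk, siz and capt also ended with the replicate block, equalised medians or no filter, and that of lola with no filter, arrayWeights or a gene's probe sets averaged. The direction of elB reversed when a gene's probe sets were averaged (-0.27), and its dimmer probe sets were 112, 106 and 140, and 30, 33.7 and 17.3. With 2nd exposure arrays 4 and 5 left out together, chosen after seeing the data, the calls of salm, Ubr1, Prps, ttk, lola, Arc1 and Fkbp14 ended.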

We identified 20 genes with altered transcription following alcohol exposure for which co-isogenic *P*-element insert lines were available with a transposon insertion in or near the candidate gene [12], and determined elution profiles during the initial alcohol exposure and two hours later. Five replicate assays were performed for each line and mean elution times were compared to the appropriate co-isogenic *P*-element free control strains in either the *Canton-S *A, B, C, E or F genetic backgrounds (Table 2). One line shows greater sensitivity and seven lines are more resistant to a single alcohol exposure than the controls. Four lines show a statistically significant reduction in the peak shift of the modal elution time two hours after the initial exposure, whereas seven showed a greater shift in modal elution time after developing alcohol tolerance. It is of interest to note that three *P*-element insertion lines in the *Canton-S *E genetic background, which itself shows only a small tolerance response (Figure 1a), show substantially increased tolerance responses when transposons are inserted in or near the *Malic enzyme*, *Thor *or *fz2 *genes. Overall, there is a significant positive correlation (*r *= 0.61 ± 0.187, 0.001 <*p *< 0.01) between the mutational effects on the initial sensitivity to the inebriating effects of ethanol and the subsequent development of tolerance (Table 2, Figure 3). While mutations in genes associated with increased resistance to the first exposure to alcohol tend to develop greater tolerance (for example, *Thor*, *Malic enzyme*, *CG9248*), there are also many instances of mutations affecting only increased (for example, *Fkbp13*, *lola*) or decreased (for example, *Sir2*, *CG923*8) induction of tolerance, indicating that the development of tolerance is a process that is at least partially independent from initial sensitivity to alcohol exposure.

In total, 15 *P*-element insertion lines (75%) show altered responsiveness to ethanol exposure compared to controls (Table 2); 6 of these lines had mutational effects on both initial response and tolerance; 6 affected only tolerance, and 3 affected only the initial response. This percentage is similar to a previous study in which 67% of co-regulated genes identified on expression microarrays of single *P*-element insert *smell impaired *mutations could be implicated in an epistatic network that mediates olfactory avoidance behavior [33]. Thus, expression microarray analysis is an efficient method for identifying candidate genes affecting complex behavioral and physiological traits.

Among the 15 *P*-element [34] insertion lines that tag genes with differences in transcript abundance on exposure to ethanol, 10 have human orthologues (Table 2), including 5 enzymes associated with intermediary metabolism and fatty acid biosynthesis (*CG1516*, *Pyruvate dehydrogenase kinase*, *Malic enzyme*, *bubblegum *and *v(2)k05816 *with corresponding human orthologues *pyruvate carboxylase *(*PC*), *Pyruvate dehydrogenase kinase*, *isoenzyme 3 *(*PDK3*), *Malic enzyme 1*, *NADP(+)-dependent *(*ME1*), *bubblegum related protein *(*BGR*), and *fatty acid synthase *(*FASN*)), three transcription factors (*elbow B*, *spalt major *and *frizzled 2 *with corresponding human orthologues *zinc finger protein 503 *(*ZNF503*), *sal-like1 *(*SALL1*) and *frizzled homolog 8 *(*FZD8*)), *CG9086 *(with human orthologue *Ubiquitin protein ligase E3 component n-recognin 2 *(*UBR2*)), and *nuclear fallout *(with human orthologue *RAB11 family interacting protein 4 *(*RAB11FIP4*)).

Alcohol-induced fatty acid biosynthesis is well documented in heavy drinkers and leads to alcohol induced fatty liver syndrome in alcohol-dependent people [35,36]. The identification of multiple enzymes associated with intermediary metabolism and fatty acid biosynthesis in the response to alcohol exposure in *Drosophila *is, therefore, of particular interest. 

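Men, malic enzyme, which makes NADPH in the cytosol, was 6338 ± 115 in control flies and 6293 ± 394 after the 1st exposure and rose to 8283 ± 969 after the 2nd (Signal, SD, n = 5; log2 fold change 0.38, standard error 0.07, adjusted p = 0.0122). Pdk, the kinase that inactivates pyruvate dehydrogenase, was 2627 ± 128, 3013 ± 194 and 2668 ± 97.6 (adjusted p = 0.211 and 0.887), and every 1st exposure array lay above every control array. Pyruvate carboxylase rose after the 2nd exposure on its dimmer probe set alone. Of 16 measured genes of fatty acid synthesis, 4 rose after the 2nd exposure (4 higher and 1 lower adjusted over the list alone): Men, FASN2, FASN3 (1358 ± 151 to 1852 ± 329, adjusted p = 0.0402) and CG33110, of the fatty acid elongase family (1299 ± 97.9 to 2107 ± 116, adjusted p = 0.000197). The median of the list was 0.02 and camera gave adjusted p = 0.039 for a rise (0.55 with an estimated correlation, 0.066 with array medians equalised, and 0.12, 0.057 and 0.074 without control replicate 1, 3 or 5 and 0.051, 0.13 and 0.058 without 2nd exposure replicate 1, 4 or 5). After the 1st exposure none changed (camera adjusted p = 0.081, 0.036 with array medians equalised, 0.047 with arrayWeights, 0.028 with a gene's probe sets averaged and 0.023 without control replicate 2). The 2nd exposure call of Men ended with 2nd exposure arrays 4 and 5 left out together, chosen after seeing the data, where the list had 3 higher and 1 lower (camera adjusted p = 0.26).

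**Figure D3:**
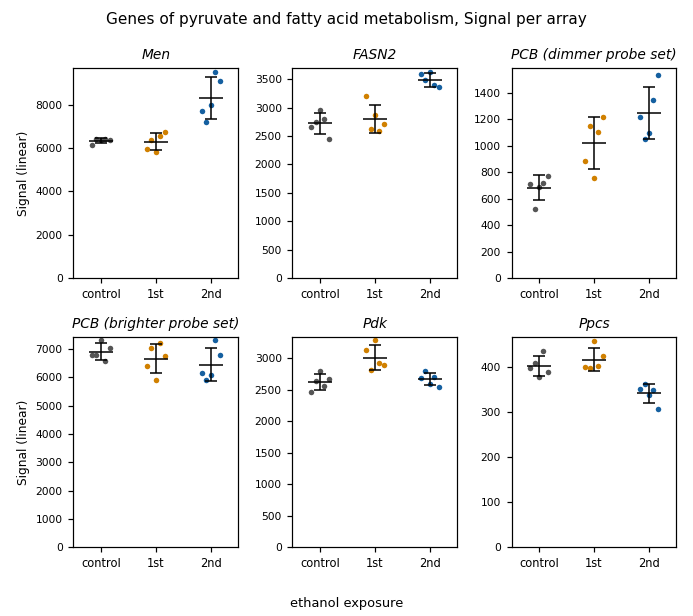
Signal (linear) of 5 metabolic genes by treatment (pyruvate carboxylase on 2 probe sets), 1 point per array, with bars at the mean ± SD of 5 arrays. The Men arrays span 6138 to 6421 in control flies, 5818 to 6746 after the 1st exposure and 7178 to 9495 after the 2nd.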

Pyruvate carboxylase, malic enzyme and pyruvate dehydrogenase kinase are critical regulators of intermediary metabolism (Figure 4). Another gene with altered transcriptional regulation, *CG5629*, is also of interest, even though no homozygous viable co-isogenic *P*-element insertion line is available. *CG5629 *encodes an orthologue of phosphopantothenyl cysteine synthetase, which is critical for fatty acid biosynthesis as it participates in the biosynthesis of Coenzyme A. Genes associated with pyruvate metabolism, including pyruvate carboxylase and pyruvate dehydrogenase kinase, also showed altered transcriptional regulation in alcohol preferring inbred mice [19]. These observations point to a central role for pyruvate metabolism in determining alcohol sensitivity and suggest that the cyclic metabolic pathway, which enables transport of acetyl-CoA across the mitochondrial membrane and generation of cytosolic NADPH, both critical substrates for fatty acid metabolism, is an important determinant for the ability to develop alcohol tolerance (Figure 4).

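Ppcs (CG5629) was 402 ± 22.4 in control flies, 416 ± 25.5 after the 1st exposure and 342 ± 21.7 after the 2nd (Signal, SD, n = 5). It was lower after the 2nd exposure than after the 1st (log2 fold change -0.29, standard error 0.06, adjusted p = 0.0354), and the difference from control flies did not pass the test (-0.24, adjusted p = 0.0555). Its dimmer probe set went the other way, at 128, 155 and 169 (0.40, adjusted p = 0.245 for the 2nd exposure). The call between the exposures ended in 10 of the 15 fits with 1 array left out, with the replicate block or no filter and when a gene's probe sets were averaged.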

## Conclusion

*Drosophila *provides a powerful model for the identification of genes that respond to alcohol exposure. Dependent on their genetic background, flies can develop tolerance after an initial exposure, and transcriptional profiling shows that the development of tolerance is a process that is at least partially independent from initial sensitivity to alcohol. A significant fraction of genes implicated in the response to alcohol in flies have human orthologues and form part of conserved cellular and metabolic pathways. Whereas most studies on alcoholism in human populations have targeted genes associated with neurotransmission, our findings from the *Drosophila *model suggest that it might be fruitful to refocus some of these efforts on other targets, including (but not limited to) biotransformation pathways, transcriptional regulators, proteolysis and enzymes that act as metabolic switches in the regulation of fatty acid metabolism.

## Materials and methods

### *Drosophila *stocks

Flies used for microarray experiments were in an isogenic *Canton-S *B genetic background. Homozygous *P*-element insertion lines contained *P(GT1)-*elements [34] in or near candidate genes in co-isogenic *Canton S *A, B, C, E or F backgrounds and were generated by Dr Hugo Bellen (Baylor College of Medicine, Houston, TX, USA) as part of the Berkeley *Drosophila *Genome Project [12]. Behavioral assays were conducted between 9:00 am and 1:00 pm. Flies were not exposed to CO_2 _anesthesia for at least 24 h prior to the assay. All flies were reared on cornmeal/molasses/agar medium under standard culture conditions (25°C, 12:12 hour light/dark cycle).

### Alcohol sensitivity and tolerance

To quantify alcohol sensitivity, we tested flies (5 replicates/genotype, *N *= 100/replicate) in an inebriometer [11] pre-equilibrated with ethanol vapor, from which they were eluted at one minute intervals. The mean elution time is a measure of alcohol sensitivity. To measure alcohol tolerance [10], we subjected flies to an initial exposure to ethanol, and recorded their elution profile as described above. We allowed the flies to recover for 2 h, and then repeated the assay with the same flies. The difference in the shift of modal elution times (5 replicates/genotype, *N *= 100/replicate) between the second and first assays is a measure of tolerance. We used analysis of variance to assess whether the sensitivity of *P*-element insertion lines differed significantly from the control, according to the model:

Y = *μ *+ *L *+ *R*(*L*) + *ε*

where *μ *is the overall mean, *L *is the fixed effect of line (*P*-element insertion versus control), *R *is the random effect of replicate, nested within line, and *ε *is the variance within replicates. We used *t*-tests to assess the significance of the difference in modal elution times between the first and second exposures.

### Whole genome expression analysis

To assess transcriptional regulation after ethanol exposure, we used 3 to 5 day old *Canton-S *B males. We collected five replicates of pools of 30 flies with 0, 1 or 2 exposures to ethanol. For each replicate, we began with two groups of >100 flies. A total of 15 flies from each group was not exposed to ethanol (control flies; Figure 1b) and were pooled and frozen immediately on dry ice. We passed the remaining flies from each group through the inebriometer, and collected individuals that eluted at 3 to 5 minutes (the peak elution time for the first exposure; Figure 1b). A total of 15 of these flies from each group was pooled and frozen immediately on dry ice. The remaining flies were kept on standard fly food for 2 h. They were then passed once again through the inebriometer in 2 groups, and 15 flies from each group that eluted at 7 to 10 minutes (the peak elution time for the 2nd exposure; Figure 1b) were collected, pooled, and frozen.

Total RNA was extracted from the 15 samples (three treatments × five replicates/treatment) using the Trizol reagent (Gibco BRL, Gaithersburg MD, USA). Biotinylated cRNA probes were hybridized to high density oligonucleotide microarrays (*Drosophila *GeneChip 2.0, Affymetrix Inc., Santa Clara, CA, USA) and visualized with a streptavidin-phycoerythrin conjugate, as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000), using internal references for quantification.

### Data analysis

The quantitative estimate of expression of each probe set is the *Signal *(*Sig*) metric, as described in the Affymetrix Microarray Suite, Version 5.0. The 18,769 probe sets on the Affymetrix *Drosophila *GeneChip 2.0 are represented by 14 perfect-match (PM) and 14 mismatch (MM) pairs. The *Sig *metric is computed using the weighted log(PM-MM) intensity for each probe set, and was scaled to a median intensity of 500. A detection call of Present, Absent, or Marginal is also reported for each probe set. We excluded all probe sets with samples called 'Absent' from the analysis. On the remaining probe sets, we conducted one-way fixed effect ANOVAs of the *Signal *metric using the GLM procedure in SAS [37], with the following model:

*Y *= *μ *+ *T *+ *ε*

where *Y *is the observed value for each treatment, *μ *is the overall mean value, *T *is the fixed effect of treatment and *ε *is the error variance between replicate arrays. We corrected the *p *values for multiple tests by calculating the false positive discovery rate *q*-value, which estimates the proportion of false positives among all terms declared significant [13] and used a confidence level of *q *< 0.05 as measure of statistical significance. We identified 582 probe sets with altered transcriptional regulation at *q *< 0.05 (Additional data file 2) and performed further analysis by *post hoc *Tukey tests using the MEANS procedure in SAS [37] to identify the direction (up- or down-regulation) of expression between treatment groups (control, 1st exposure, and 2nd exposure) at the *p *< 0.05 level. Gene ontology categories were annotated using Affymetrix [14] and FlyBase [15,16] compilations. We conducted χ^2 ^tests to determine which categories are over- or under-represented by probe sets that are significantly up- or down-regulated between treatment groups compared to the expected number of genes in each category based on its representation on the microarray (Additional data files 3 and 4). The microarray data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus [38] and are accessible through GEO Series number GSE5382 [39].

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 contains raw microarray data without any analysis. Additional data file 2 is a list of all probe sets differentially expressed between treatment groups with *q *< 0.05. Additional data file 3 contains biological process gene ontology categories of the genes listed in Additional data file 2. Additional data file 4 contains molecular function gene ontology categories of genes listed in Additional data file 2. Additional data file 5 lists information regarding influences of different genetic backgrounds on ethanol sensitivity and tolerance development.

## Supplementary Material

Additional data file 1 Raw microarray data without any analysis. Click here for file

Additional data file 2 List of all probe sets differentially expressed between treatment groups with *q *< 0.05. Click here for file

Additional data file 3 Biological process gene ontology categories of the genes listed in Additional data file 2. Click here for file

Additional data file 4 Molecular function gene ontology categories of genes listed in Additional data file 2. Click here for file

Additional data file 5 Influences of different genetic backgrounds on ethanol sensitivity and tolerance development. Click here for file

## Figures and Tables

**Figure 1:**
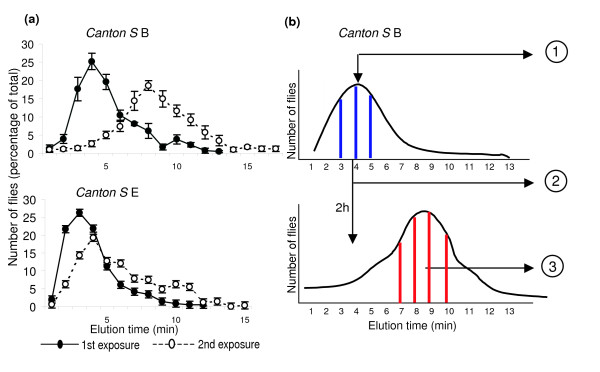
Sensitivity and development of tolerance to alcohol in *Drosophila melanogaster*. **(a) **Inebriometer elution profiles of *Canton S *B and *Canton S *E flies after exposure to concentrated ethanol vapor. Note the shifts in peak elution time between the first (solid symbols) and second (open symbols) ethanol exposure, and the difference in this peak shift between *Canton S *B and *Canton S *E. **(b) **Schematic diagram of the experimental design used to assess whole genome transcriptional changes after ethanol exposure. The numbers indicate samples collected for microarray analysis, as follows: 1, control flies; 2, flies after a single exposure to ethanol; 3, flies that develop tolerance during a 2 h interval prior to a second exposure to ethanol.

**Figure 2:**
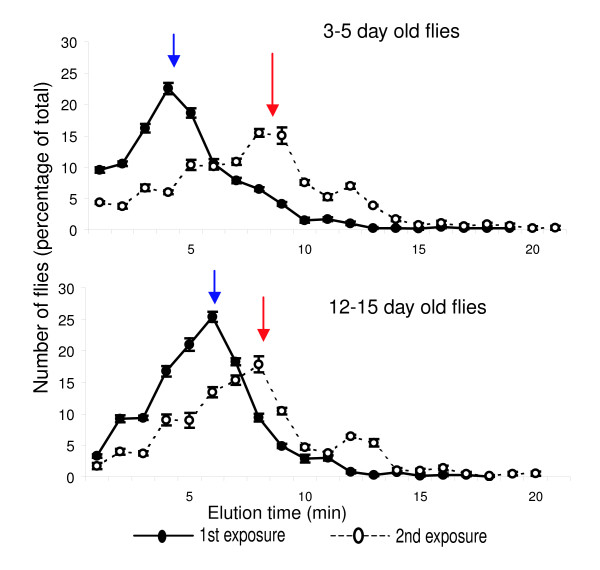
Inebriometer elution profiles of 3- to 5-day old (top) and 12- to 15-day old (bottom) flies after the initial (closed symbols, blue arrows) and a second, 2 h later (open symbols; red arrows) exposure to ethanol.

**Figure 3:**
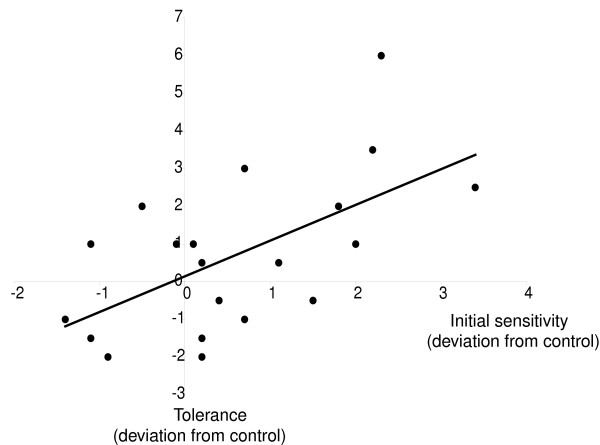
Correlation between initial sensitivity to the inebriating effects of ethanol and the subsequent development of tolerance for 20 *P*-element mutant lines. All values are expressed as deviations from the co-isogenic control line.

**Figure 4:**
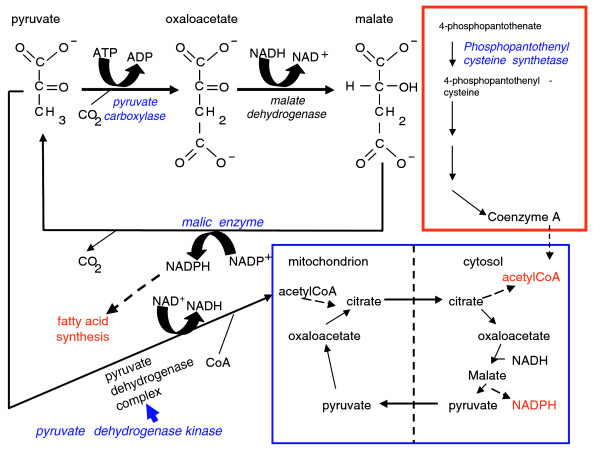
Identification of a conserved metabolic network likely to be associated with alcohol sensitivity in flies and humans. Ethanol is converted via the alcohol dehydrogenase and aldehyde dehydrogenase reactions into acetate, which is subsequently conjugated to co-enzyme A (CoA; not shown). The biosynthetic pathway of co-enzyme A is schematically depicted in the red box. Acetyl-CoA produced in excess can be converted into fatty acids. The diagram highlights auxiliary pathways for the biosynthesis of fatty acids. The blue box illustrates how pyruvate carboxylase and malic enzyme mediate a cyclic metabolic pathway, which via the mitochondrial citrate and pyruvate transporters results in the net transport of acetyl-CoA across the mitochondrial membrane and generation of cytosolic NADPH, both critical substrates for fatty acid metabolism. An alternative metabolic pathway is the direct conversion of pyruvate into acetyl-CoA via the pyruvate dehydrogenase complex. This complex is inhibited through phosphorylation by pyruvate dehydrogenase kinase.

**Table 1:** Probe sets with altered transcriptional regulation after ethanol exposure with *q *< 0.001

Probe set ID	*p *value	Gene name	Biological process	Changes in expression
1623332_at	1.91E-05	*CG31106*	Transmission of nerve impulse; carbohydrate metabolism	Transient up-regulation
1623605_a_at	2.20E-05	*Serpin-27A *(M,H)*	Toll signaling pathway; defense response	Transient up-regulation
1624662_at	2.20E-05	*CG11414*	Protein ubiquitination	Acute up-regulation
1624736_a_at	2.20E-05	*CG11878*	Unknown	Slow up-regulation
1625193_at	2.20E-05	*CG31272*	Lipid metabolism; neurotransmitter secretion; transport	Slow up-regulation
1626882_at	2.35E-05	*Pinocchio*	Olfactory behavior;response to chemical stimulus	Transient up-regulation
1627080_at	5.07E-05	*CG14893*	Unknown	Slow up-regulation
1627385_at	6.86E-05	*minidiscs*	Amino acid transport, metabolism	Transient down-regulation
1628229_at	6.86E-05	*Trypsin 29F*	Proteolysis	Slow up-regulation
1628494_a_at	6.86E-05	*CG33525*	Negative regulation of transcription, DNA-dependent	Slow up-regulation
1628647_at	1.06E-04	*CG33110*	Fatty acid biosynthesis; very-long-chain fatty acid metabolism	Slow up-regulation
1628947_s_at	1.06E-04	*Ecdysone-inducible gene L2 *(M,H)*	Cell adhesion	Acute up-regulation
1629012_at	1.06E-04	*period *(M,H)*	Long-term memory; circadian rhythm; signal transduction; negative regulation of transcription from RNA polymerase II promoter	Transient down-regulation
1629592_at	1.32E-04	*ηTrypsin *(M,H)*	Proteolysis	Transient down-regulation
1629617_at	1.44E-04	*cabut*	Regulation of transcription from RNA polymerase II promoter; JNK cascade; autophagic cell death	Acute up-regulation
1630302_at	1.66E-04	*Odorant-binding protein 99d*	Transport; autophagic cell death	Slow up-regulation
1631406_at	1.66E-04	*CG3106 *(M,H)*	Unknown	Transient down-regulation
1632222_a_at	2.25E-04	*CG17752*	Extracellular transport; cation transport	Slow up-regulation
1632228_at	2.58E-04	*CG10505*	Response to toxin; extracellular transport; defense response	Slow up-regulation
1633700_at	2.78E-04	*antennal protein 10 *(M,H)*	Sensory perception of chemical stimulus	Acute down-regulation
1633794_a_at	3.22E-04	*antennal protein 5*	Signal transduction	Acute down-regulation
1633913_at	3.80E-04	*Cytochrome P450-6a8*	Electron transport; steroid metabolism; lauric acid metabolism	Slow up-regulation
1634318_at	3.98E-04	*lush*	Response to ethanol; sensory perception of smell; olfactory behavior	Acute down-regulation
1634591_at	4.38E-04	*Rpd3*	Regulation of transcription from RNA polymerase II promoter; determination of adult life span; gene silencing	Slow up-regulation
1635815_at	5.47E-04	*CG5819 *(M,H)*	Transmission of nerve impulse; cell adhesion	Acute up-regulation
1636202_s_at	6.40E-04	*CG8931*	Transport	Transient up-regulation
1636611_at	6.40E-04	*Pheromone-binding protein-related protein 1 *(M)*	Signal transduction; sensory perception; response to pheromone	Acute down-regulation
1636771_at	6.40E-04	*CG8562*	Proteolysis	Slow down-regulation
1638066_at	6.40E-04	*CG9238*	Glycogen metabolism	Slow up-regulation
1638246_at	6.52E-04	*Olfactory-specific E*	Signal transduction; response to pheromone; transport	Acute down-regulation
1638452_at	7.01E-04	*CG6733*	Proteolysis	Slow down-regulation
1639368_at	7.73E-04	*CG5804*	Lipid transport; cell acyl-CoA homeostasis	Transient down-regulation
1639934_at	7.77E-04	*capulet*	Actin filament organization; bristle morphogenesis	Slow up-regulation
1640755_at	8.83E-04	*Picot*	Phosphate metabolism; extracellular transport; cation transport	Slow up-regulation

Transcripts that show sustained altered expression after the first exposure to ethanol are indicated as 'acutely up- or down-regulated genes'. Transcripts that show altered expression only after the second exposure are designated as 'slowly up- or down-regulated genes'. The designation 'transient up-regulation' refers to genes that show increased expression after the first exposure to ethanol, but a return to control levels 2 h later after the second exposure. *Genes that have human (H) and/or mouse (M) orthologues.

**Table 2:** *P[GT1]*-element insertion lines with transposon insertions at genes with ethanol-dependent altered transcriptional regulation

Gene symbol	*P*-element insertion site	Biological process	Canton S* background	Mean elution time (min)^† ^(1st exposure)	Time shift (between 1st and 2nd exposures)
**Slow down-regulation**					
*Fkbp13*	In 1st intron	Protein folding	A	6.7 ± 0.25	2 min^‡ ^↑
*Sir2*	410 bp in exon 1	Regulation of transcription, DNA-dependent; chromatin silencing	B	5.0 ± 0.2	2 min^§ ^↓
*Bubblegum*^*H*^	In 1st intron	Fatty acid metabolism	C	6.2 ± 0.21	0.5 min (NS) ↓
**Acute up-regulation**					
*CG1516*^*H*^	125 bp upstream of transcription initiation site of the longest transcript	Pyruvate metabolism; fatty acid biosynthesis	E	4.2 ± 0.12	1 min (NS) ↑
**Transient up-regulation**					
*Thor*	431 bp upstream of transcription initiation site	Negative regulation of translational initiation; response to stress; defense response	E	7.5 ± 0.11; R	2.5 min^§ ^↑
*Pyruvate dehydrogenase kinase*^*H*^	47 bp in exon 1	Pyruvate metabolism; tricarboxylic acid cycle; regulation of phosphate metabolism	F	7.4 ± 0.30; R	1 min^‡ ^↑
**Slow up-regulation**					
*v(2)k05816*^*H*^	281 bp upstream of transcription initiation site	Fatty acid biosynthesis	A	6.1 ± 0.25	1 min (NS) ↑
*elbow B*^*H*^	888 bp upstream of transcription initiation site	Tracheal system development	A	6.8 ± 0.26	0.5 min (NS) ↓
*Hormone receptor-like in 38*	1,428 kb upstream of transcription initiation site	Regulation of transcription from RNA polymerase II promoter; intracellular signaling cascade	A	5.8 ± 0.22; S	1 min (NS) ↓
*nuclear fallout*^*H*^	In 4th intron	Actin cytoskeleton reorganization; microtubule-based process	B	6.6 ± 0.30	1 min (NS) ↓
*CG12505*	136 bp upstream of transcription initiation site	Unknown	B	4.8 ± 0.18	1.5 min^‡ ^↓
*tramtrack*	219 bp in exon 1 of the longest transcript	Regulation of transcription from RNA polymerase II promoter; peripheral nervous system development	B	5.8 ± 0.20	1 min^§ ^↑
*CG9086*^*H*^	50 bp in exon 1	Protein ubiquitination	B	6.1 ± 0.18	1.5 min^§ ^↓
*CG6767*	In 1st intron	Nucleotide biosynthesis, metabolism	B	7.0 ± 0.16; R	0.5 min (NS) ↑
*CG32434*	36 bp upstream of transcription initiation site	Unknown	B	6.1 ± 0.26	2 min^§ ^↓
*frizzled 2*^*H*^	147 bp in exon 1	Signal transduction; G-protein coupled receptor protein signaling pathway	E	5.9 ± 0.13; R	2 min^§ ^↑
*Malic enzyme*^*H*^	In 1st intron	Malate metabolism; tricarboxylic acid cycle	E	6.4 ± 0.15; R	6 min^¶ ^↑
*CG9238*	73 bp in exon 1	Glycogen metabolism	F	7.6 ± 0.12; R	3.5 min^§ ^↑
*spalt major*^*H*^	154 bp upstream of transcription initiation site	Tracheal system development; sensory organ development; negative regulation of transcription	F	6.9 ± 0.18; R	0.5 min (NS) ↓
*lola*	In 1st intron	Transmission of nerve impulse; regulation of transcription from RNA polymerase II promoter	F	6.1 ± 0.11; R	3 min^§ ^↑

*See Additional data file 5 for mean elution times of *P*-element free Canton S genetic backgrounds A, B, C, E and F. ^†^S and R designate *P*-element insert lines that are significantly more sensitive or more resistant than the co-isogenic control, respectively (one-way ANOVA). An *H *after a gene symbol indicates genes that have human orthologues. Up and down arrows designate increase or decrease, respectively, in the time shift between the first and second ethanol exposure compared with the co-isogenic control (Student's *t*-test). ^‡^*p *< 0.05, ^§^*p *< 0.01, ^¶^*p *< 0.001. bp, base-pairs; NS, not significant.

# Supplementary material for: Transcriptional response to alcohol exposure in Drosophila melanogaster
**Source:** Genome Biol. 2006 Oct 20;7(10):R95. doi: 10.1186/gb-2006-7-10-r95
**Supplement:** Additional data file 5 — Influences of different genetic backgrounds on ethanol sensitivity and tolerance development.

| **Supplementary Table 1. Influences of different genetic background on ethanol sensitivity and tolerance development.** | | |
| --- | --- | --- |
|  |  |  |
| ***Canton S* Background** | **Mean elution time (min) (1st exposure)** | **Time shift (min)(between 1st and 2nd exposures)** |
| **A** | 7.2 ± 0.12 | 2 min, * |
| **B** | 5.9 ± 0.04 | 4 min, *** |
| **C** | 6.0 ± 0.15 | 2 min, ** |
| **E** | 4.1 ± 0.07 | 1 min, ns |
| **F** | 5.4 ± 0.07 | 1 min, ns |
| **3-5 day old flies, *Canton S* B** | 5.5 ± 0.05 | 4 min, *** |
| **12-13 day old flies, *Canton S* B** | 7.5 ± 0.11 | 2 min, ** |
| * P < 0.05, ** P < 0.01, *** P < 0.001; ns, not significant. | | |

How the deposited data were processed for this re-analysis (not part of the article)

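The series holds 15 arrays of whole Canton-S B males, 5 for each of 3 treatments (control, 1st exposure, 2nd exposure), each array from a separate pool of 30 flies. The authors computed the deposited Signal intensity of each of 18952 probe sets from the perfect-match and mismatch probes with Microarray Suite 5.0 and scaled each array. The values are linear and were taken as deposited. The share of probe sets under a Signal of 20 was 23.8% to 26.2% on control arrays, 25.1% to 27.2% after the 1st exposure and 22.3% to 25.6% after the 2nd. The first 997 probe sets of Additional data file 1, read from the paper's files, hold detection calls, and 100% of their Signal values lie within 0.06 of the deposited ones over 15 columns; the calls for other probe sets were not used here, so the removal of Absent probe sets was replaced by a filter on Signal.

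The 183 control probe sets were left out, and 18769 remained. Those with a mean Signal of at least 20 over the 15 arrays, 13809, were tested on log2(Signal) with limma 3.58.1 in R 4.3.3, with 1 mean per treatment, empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05, by a moderated F over the treatments and by 3 contrasts between them. Response classes followed the definitions in the paper with Tukey's studentized range at 0.05 on the moderated variance. A name was at hand for 13685 of the 18769 probe sets, in 12019 genes, and 11909 of the tested ones. A gene with several probe sets was read by the one with the highest mean Signal unless Additional data file 2 lists another. Genes are named where the paper names them, where they are among the 10 higher and 10 lower with the largest change past the threshold after each exposure whose 5 arrays all lie on 1 side of the 5 control arrays (5 and 5 between the exposures), and where they lead a described list. Their values in Additional data file 2 had been seen.

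Lists of genes, 25 in all with at least 3 measured members, were tested with camera at a preset correlation of 0.01 and adjusted over lists and both exposures. They cover odorant-binding proteins, odorant receptors, gustatory and ionotropic receptors, genes of the third antennal segment, clock genes, cytochrome P450s, glutathione S-transferases, UDP-glycosyltransferases, heat shock proteins, Turandot genes, activity-regulated genes, digestive serine proteases, lipid transport and oxidation, fatty acid synthesis, ethanol metabolism, earlier ethanol mutants, fasting-responsive genes, metallothioneins, ribosomal proteins, eye phototransduction, muscle structure, male accessory gland, testis, ovary and yolk, and antimicrobial peptides. Where an estimated correlation is given, camera estimated it from the residuals. The paper's methods draw the control, 1st exposure and 2nd exposure flies of a replicate from the same groups of flies, and their model has no term for the replicate, nor has the fit here. The deposited arrays are numbered 1 to 5 within each treatment, and the paper does not say whether arrays numbered alike share a replicate. Residuals of arrays with the same number correlated at r = -0.073 to 0.098 (median 0.003), and 3 of 15 arrays lay closest to one of their own number. Arrays of different numbers correlated at r = -0.163 to 0.138 (median -0.005), a range that holds the other. Values from a fit with the replicate number as a block are given where it changes a call or moves a count by over 1.5 times.

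The sample mapping, the filter, the test, the threshold, the lists and the rule for naming genes were chosen before the deposited values were examined. Part of Additional data file 1 and Additional data file 2, which come from the same arrays, had been seen by then. The Signal filter was set on the former, and some members of the lists were seen in the latter. The following alternatives were also chosen before the deposited values were examined: quantile normalization, equalised array medians, linear Signal with the methods' one-way analysis of variance, log2(Signal + 50), no filter, a mean Signal of at least 70, replicate number as a block, eBayes trend, arrayWeights, Storey q-values (lambda 0.5), 2 treatments at a time, classes from adjusted contrasts, the mean of a gene's probe sets, an estimated correlation for camera, and each of the 15 arrays left out. Added after seeing the data were the first component of the residuals as a covariate, the nearest arrays of a treatment averaged (control 1 and 4, 1st exposure 2 and 4), and 2nd exposure arrays 4 and 5 left out together. The steps were tested on simulated data, in which 48%, 88%, 94% and 100% of 50 probe sets changed by 0.5, 1, 2 and 3 on the log2 scale were recovered by the moderated F and 6 of 13609 unchanged ones were called. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The paper's enrichment of gene ontology categories, its mutant assays and its behavioural measurements were not analysed here.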

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

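The tests of the antennal genes' unequal falls, of their stop of transcription and of scaling, of the yolk transcripts and of the replicate number were chosen after the results were seen, and the tests of dim probe sets and of quantile normalization before.

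Genes of the third antennal segment were lower after the 1st exposure, with a median log2 fold change of -1.88 for the 12 that fell and -2.03 over the 12 members with a control Signal over 100. Array scaling is excluded as a cause, since the smallest median under another scaling was -1.601. The 12 differed between the exposures by a median of -0.028, so their levels did not go on falling. Whether transcription stopped and stayed off cannot be told from this, since stable RNA or background Signal would also hold the levels. The 12 were also picked for low values after the 1st exposure. A fall by the median of -1.88 within 5 minutes would need a half-life of 2.7 minutes if transcription stopped. Fewer antennae or less antennal RNA in the exposed pools may contribute. Changes were unequal over the 18 measured members (exact permutation p = 0.0079 over 126 splits, the smallest that they can give). That cannot decide it, since members near background or also expressed elsewhere in the fly would then fall unequally too. Whether the change lies in transcription, in RNA stability or in the tissue collected stays open.

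Transcripts of yolk and eggshell stood out on 2nd exposure replicate 5, where Yp1 read 2521 (highest other array 72.9), Yp2 1670 (94.8), Yp3 1661 (147), Vm26Aa 485.2 (34.5), Vm26Ab 538.3 (53.8) and Vm34Ca 997.4 (72.9), while Cp18, Cp36 and Fcp3C read 7.9, 8.4 and 33.8. Of 9 measured members 6 were highest there, and a shift of dim probe sets is excluded (0.099 over 3533 of them). RNA of a female fly or of eggs in that pool is a candidate explanation that the 6 members cannot test, since the array was singled out by these transcripts. The ovary and yolk list did not pass camera's threshold after the 2nd exposure (adjusted p = 0.33). The source stays open.

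The arrays of exposed flies parted within treatments, so that 1st exposure replicates 1 and 3 and 2nd exposure replicates 1, 2 and 3 against the other exposed arrays gave 1855 called probe sets, several times the 243 between the exposures, which points to a structure of the arrays. Scaling is excluded, since 1662 were called in that split after quantile normalization. On 1st exposure replicates 2, 4 and 5 and 2nd exposure replicates 4 and 5, fln read 9970 to 17900 against 1170 to 5750 on the other 5 exposed arrays, Strn-Mlck 2190 to 3820 against 446 to 1610, TpnC4 7800 to 11700 against 1430 to 6000, Act88F 9390 to 20200 against 3160 to 7580 and Mtk 1050 to 4710 against 316 to 1020, genes chosen after they were seen. A batch that follows the replicate number may or may not lie behind it: 4 of 5 numbers were on the same side (Fisher exact p = 0.4), the most that sides of these sizes allow, so that the test could not have passed 0.05 and says nothing for or against it. What parts them stays open.

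In 100 groupings of the arrays, the real one included and the others drawn at random, the real grouping gave the most probe sets over the treatments (499, highest other 1), in classes (486, highest other 1), after the 1st exposure (50, highest other 2) and after the 2nd (501, highest other 2), with 1 grouping as large in each, the real one. Chance alone is unlikely for these counts, as far as 100 groupings can show. They do not test a structure of the arrays like the one above. For the count of list shifts 11 groupings were as large as the real 17, highest other 22, so chance cannot be excluded for the count. List by list, a p as small as the real one came from 1 of the 100, the real one, for antennal genes after both exposures, odorant-binding proteins and fasting-responsive genes after the 1st and metallothioneins after the 2nd, from 2 for odorant-binding proteins after the 2nd and from 3 for clock genes after the 2nd (lowest other p 0.006 against 0.0085, and adjusted p = 0.34 with an estimated correlation), and it came from 5 for activity-regulated, 6 for eye, 8 for Turandot, 27 for accessory gland, 30 for muscle and 38 for digestive protease genes after the 1st, and from 9 for fatty acid synthesis, 9 for heat shock, 19 for lipid transport and 29 for digestive protease genes after the 2nd. These counts are over 17 comparisons, and the antennal and odorant-binding lists hold genes that the study named from these samples, which favours the real grouping, so they exclude chance for no single list. The random groupings did not keep replicate numbers together. Between the exposures 2 were as large as 243, the real one and the one above.

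Single arrays lay away from the other arrays of their treatment in 7 of 75 list groups (9.33%) and 22 of 366 gene groups (6.01%), where chance gives about 1 in 20. For lists, the median log2 value against the control mean of digestive serine proteases was -0.27 on 1st exposure replicate 3, of eye genes 0.32, muscle genes 0.31 and odorant-binding proteins 0.14 on control replicate 5, of odorant-binding proteins -0.54 on 1st exposure replicate 3, of fasting-responsive genes 0.45 on 1st exposure replicate 4 and of ovary and yolk genes 3.99 on 2nd exposure replicate 5. In control flies, per read 118.1 on replicate 4, CG17752 508.8 on 5, CG10505 111.2 on 1, siz 921.4 on 3, Men 6138 on 1, Obp19d 8895 on 5, l(2)efl 11760 on 5, GstD1 9158 on 1, CG5767 684.4 on 5, RpL24-like 1433 on 4, MtnD 744.6 on 3 and Nmdmc 583.7 on 5. After the 1st exposure a5 read 2.1 on replicate 5, siz 877.2 on 2, amn 17.9 on 2, cDIP 689.8 on 1 and GstE4 52.8 on 3. After the 2nd CG10505 read 251.5 on replicate 5, Obp19a 199.8 on 2, Cyp4e3 130.1 on 3, Cyp309a1 402.8 on 2 and CG13482 1307 on 3.

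Between the exposures 243 probe sets differed, and per by 1.13 (adjusted p = 0.000198). Lists that the paper does not discuss passed camera's threshold: activity-regulated genes 0.035, eye genes 0.0054, fasting-responsive genes 7.7e-09, accessory gland genes 0.0024, muscle genes 0.025 and Turandot genes 0.039 after the 1st exposure, and metallothioneins 7.4e-08 after the 2nd. With an estimated correlation fasting-responsive genes kept the call (0.0082) and the other 6 lists lost it (0.55 for activity-regulated, accessory gland and muscle genes, 0.51 for eye genes, 0.24 for Turandot genes and 0.12 for metallothioneins). Of the called probe sets 49 are not in Additional data file 2, 17 of them under a mean Signal of 100 and 5 unnamed; among them are CG10516 (252 in control flies, 392 and 653), Paics (2480, 3480 and 3900), pirk (295, 355 and 205) and Miox (2350, 2670 and 1680).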

How the results depend on the processing

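The tests were planned apart from the component covariate, the nearest arrays averaged and 2nd exposure arrays 4 and 5 left out, which were chosen after the results were seen. The cause of the changes below was not tested.

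With quantile normalization there were 18 transient up and 13 transient down. With medians equalised, 81 after the 1st exposure, 419 between the exposures, slow up 100, slow down 220, transient up 67 and down 11, digestive proteases (1st) 0.056, Turandot 0.14 and fatty acid synthesis (2nd) 0.066, and that setting moved the median of all log2 changes between the exposures from 0.03 to -0.07. With linear Signal, transient up 18 and down 17, Turandot 0.055. With log2(Signal + 50), transient up 21. With no filter, 292 over the treatments, 27 after the 1st exposure, 145 between the exposures, 285 in classes, acute up 62, slow up 107, slow down 56, transient up 5, down 19, agreement 282, Turandot 0.28. With a mean Signal of at least 70, transient up 20. With eBayes trend, 85 after the 1st exposure and transient up 25. With arrayWeights, 88 after the 1st exposure, transient up 26, activity-regulated genes 0.065, digestive proteases (1st) 0.061, muscle 0.12. With 2 treatments at a time, 26 after the 1st exposure, 332 after the 2nd, Turandot 0.056. Classes from adjusted contrasts gave acute up 17, acute down 17, transient up 7 and down 8. When a gene's probe sets were averaged elB reversed, to -0.271 against control and -0.262 between the exposures.

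With the replicate block, 321 over the treatments, 32 after the 1st exposure, 311 in classes, slow up 112, slow down 65, transient up 4, down 19, agreement 282, activity-regulated genes 0.078 and digestive proteases (1st) 0.07. The block kept 143 of the 171 named calls, ended the other 28 and added 2, Ubr1 and CG15221 between the exposures, and it changed no other list's call by camera.

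With an estimated correlation, 4 list shifts remained; activity-regulated genes 0.55, digestive proteases 0.67 (1st) and 0.55 (2nd), eye 0.51, accessory gland 0.55, muscle 0.55, Turandot 0.24, clock genes 0.34, fatty acid synthesis 0.55, heat shock 0.51, lipid transport 0.56, metallothioneins 0.12, odorant-binding proteins (2nd) 0.088.

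With the component covariate, 1009 over the treatments, 110 after the 1st exposure, 998 after the 2nd, 552 between them, 965 in classes, acute up 171, acute down 124, slow up 298, slow down 238, transient up 45, down 89, activity-regulated genes 0.064, muscle 0.076, Turandot 0.076. With the nearest arrays averaged, 269, 8 and 98 (over the treatments, 1st exposure, between exposures), 263 in classes, acute up 60, acute down 27, slow up 111, slow down 50, transient up 4, down 11, agreement 260, activity-regulated genes 0.054, digestive proteases (1st) 0.087, Turandot 0.19, fatty acid synthesis (2nd) 0.079. With 2nd exposure arrays 4 and 5 left out, 198, 254 (2nd exposure) and 80, 190 in classes, acute up 43, slow up 39, slow down 52, transient down 12, agreement 174, Turandot 0.059, fatty acid synthesis (2nd) 0.26. Of 171 named calls these kept 100%, 73.7% and 69%, and planned settings 82.5% to 99.4%.

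Lists that did not pass camera's threshold also passed under some settings. These were metallothioneins 0.028, ribosomal proteins 0.0014 (1st) and fasting-responsive genes 0.042 (2nd) with quantile normalization, gustatory and ionotropic receptors 0.0055, ribosomal proteins 0.011, fatty acid synthesis 0.036 (1st) and accessory gland just under 0.05 (2nd) with medians equalised, glutathione S-transferases 0.039 (1st) with linear Signal, fasting-responsive genes 0.025 (2nd) with log2(Signal + 50), glutathione S-transferases 0.031 (1st) and fasting-responsive genes 0.046 (2nd) with no filter, glutathione S-transferases 0.017 (1st) and 0.043 (2nd) and fasting-responsive genes 0.03 (2nd) at a mean Signal of at least 70, glutathione S-transferases and metallothioneins just under 0.05 (1st) and fasting-responsive genes 0.015 (2nd) with eBayes trend, fatty acid synthesis 0.047 and glutathione S-transferases 0.0036 (1st) with arrayWeights, metallothioneins 0.016 (1st) with 2 treatments at a time and fatty acid synthesis 0.028 (1st) with a gene's probe sets averaged. The component covariate gave glutathione S-transferases 0.027 (1st) and 0.04 (2nd). With 2nd exposure arrays 4 and 5 left out, P450s 0.034, UDP-glycosyltransferases 0.039 and ribosomal proteins 0.034 were lower (2nd), and members higher after the 2nd exposure went from 4 to 0 for glutathione S-transferases, 2 to 0 for UDP-glycosyltransferases, 2 to 0 for ribosomal proteins, 4 to 2 for P450s, 4 to 3 for fatty acid synthesis, 2 to 1 for digestive proteases and 1 to 0 for lipid transport, and those lower from 3 to 2 for P450s and 0 to 1 for fatty acid synthesis.

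With 1 array left out, the lowest and highest values were 16 and 49 (1st exposure), 347 and 495 (2nd), 119 and 273 (between), 287 and 461 (treatments), 279 and 448 (classes), 63 to 96 acute up, 29 to 50 acute down, 90 to 178 slow up, 57 to 103 slow down, 3 to 14 transient up, 14 to 33 transient down, agreement 265 to 375, r 0.469 to 0.573, list shifts 14 to 23. List p values ranged over activity-regulated 0.016 to 0.087, clock (2nd) 0.0012 to 0.062, digestive 0.0065 to 0.42 (1st) and 0.00018 to 0.096 (2nd), eye 0.001 to 0.087, fasting (2nd) 0.026 to 0.18, fatty acid 0.023 to 0.25 and 0.012 to 0.13, glutathione S-transferases 0.0014 to 0.44 and 0.031 to 0.28, gustatory and ionotropic receptors (1st) 0.028 to 0.25, heat shock (2nd) 0.0027 to 0.061, lipid transport 0.041 to 0.58 and 0.00029 to 0.065, accessory gland 3e-07 to 0.083 and 0.0016 to 0.53, metallothioneins (1st) 0.036 to 0.2, muscle (1st) 0.011 to 0.19, ribosomal (1st) 0.0031 to 0.72 and Turandot (1st) 0.0058 to 0.13.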

Differences from the paper's values

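The tests here were planned before the deposited values were examined, apart from the 3 settings marked as added after. The Signal filter was set with part of these arrays' values in view. The paper's acute down class holds 78 probe sets and 50 here; linear Signal gave 61, log2(Signal + 50) 58, a mean Signal of at least 70 53, eBayes trend 61 and arrayWeights 57. Its transient up class holds 32 and 11 here, and 25 with eBayes trend and 26 with arrayWeights. The paper gives a median Signal of 500 per array and the deposited arrays have a median of 136 in control flies; 500 is their trimmed mean.

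The methods' one-way analysis of variance on linear Signal gave the p values of all 582 listed probe sets, and 564 of the 582 passed the filter here. Over all 18769 probe sets, with no filter, 582 had a p at or under the largest p listed, and 0 of these were unlisted. The list thus equals a cut on p over the whole array, and no removal of Absent probe sets shows in it. The paper's 582 rest on q-values, and the 499 here on Benjamini-Hochberg adjusted p. Over the probe sets past the filter, Storey q-values gave 671, linear Signal with the methods' one-way analysis of variance and Benjamini-Hochberg adjustment 481, and equalised array medians 583. Of the 582, 450 were called, and of these 389 fell in the same class. How much the filter, the scale of the test and the adjustment each add to the difference in counts was not separated.

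Pino is transient up in the paper's text and Table 1 and slow up in Additional data file 2, and acute up here. per is transient down in Table 1 and slow up in Additional data file 2, and lower and then higher here, where the earlier call ended in each of the 15 fits with 1 array left out. l(2)efl responds at once in the paper's text, and its brightest probe set is slow up in Additional data file 2 and here. Its dim probe set passed the moderated F (adjusted p = 0.0353), with log2 fold changes of 1.29 and 1.65 after the exposures. Among the 3 probe sets listed there as acute up and annotated with stress or heat, the highest change after the 2nd exposure is also 1.65. Of these 3, 2 are acute up here, so text and list need not conflict. Table 1 also gives CG31106, Spn27A and Slc25A46a as transient up, slow up in Additional data file 2; mnd, CG3106, Acbp5 and the probe set assigned here to zetaTry as transient down, acute down in Additional data file 2; and ImpL2 and CG5819 as acute up, transient up in Additional data file 2. Of these, CG31106 is slow up here and CG3106 and zetaTry are acute down. Listed in Additional data file 2 as acute down and slow down here are mnd, etaTry, lambdaTry, Acbp5 and CG15253; listed as slow up and acute up here are Spn27A, Gbs-70E, Cyp309a1, Slc25A46a, CG1884 and CG1874; listed as transient up are CG5767 and RpL24-like, acute up here, ImpL2, slow down here, and CG5819, CG6283 and CG13482, not classed here.

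The paper lists and the moderated F here does not call Pdk, p38a, CG40045, siz, lola, GstE5, Hr38, a5, Or67d and Sodh2. Of these, Sodh2 is called after the 2nd exposure with quantile normalization, equalised medians, linear Signal, log2(Signal + 50), a mean Signal of at least 70, eBayes trend, arrayWeights or a gene's probe sets averaged, and without 1st exposure replicate 1 or 3; a5 after the 1st with linear Signal, log2(Signal + 50) or eBayes trend and after the 2nd with linear Signal, log2(Signal + 50) or without 1st exposure replicate 5; Hr38 after the 2nd with linear Signal, log2(Signal + 50) or without 1st exposure replicate 2; CG40045 after the 1st with equalised medians or arrayWeights and after the 2nd without control replicate 5; Pdk between the exposures with equalised medians. p38a was called in none of these, and Or67d lay below the filter and was not called when tested with no filter (adjusted p = 0.116 and 0.308). GstE5 and lola pass here as contrasts of the 2nd exposure with control, and siz as a contrast between the exposures. Among the genes the paper places in an early class, Thor is called after the 1st exposure with equalised medians, linear Signal, eBayes trend, arrayWeights or without 2nd exposure replicate 3, Cyp6a13 with equalised medians, a mean Signal of at least 70 or eBayes trend, Ref1 with equalised medians, a mean Signal of at least 70 or without 2nd exposure replicate 3, Drat with equalised medians, linear Signal, a mean Signal of at least 70, eBayes trend, arrayWeights or a gene's probe sets averaged, PCB with arrayWeights, Obp84a with log2(Signal + 50) or eBayes trend, and Spn27A without control replicate 5. Ppcs is called against control after the 2nd exposure with quantile normalization, equalised medians, linear Signal, a mean Signal of at least 70, arrayWeights or without 1st exposure replicate 3, NLaz with equalised medians, linear Signal or arrayWeights, and tim with a gene's probe sets averaged. The component covariate, chosen after seeing the values, calls Sodh2, Ppcs, Thor, Ref1, NLaz, Drat, Hr38 and PCB and drops none of the 171 named calls; the nearest arrays averaged, chosen in the same way, calls Hr38 and keeps 73.7% of them.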

Other observations

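The lists here were planned before the deposited values were examined, and the genes named in them were picked after the result was seen. Of 4 measured metallothioneins, which bind metal ions, 2 rose after the 2nd exposure, and the list passed camera's threshold there with the fixed correlation and not with an estimated one. MtnD rose from 928 ± 105 in control flies to 4181 ± 1254 (Signal, SD, n = 5; log2 fold change 2.13, standard error 0.18, adjusted p = 3.09e-05), with 1204 ± 157 after the 1st exposure (adjusted p = 0.49), and MtnC rose from 2622 ± 427 to 4874 ± 1100 (0.88, adjusted p = 0.00312). MtnB (81, 80.9 and 134) and MtnA (26411, 25232 and 25047) did not pass the test (adjusted p = 0.107 and 0.679). After the 2nd exposure the list's median log2 fold change was 0.81 (3 members higher adjusted over the list alone; camera adjusted p = 7.4e-08, 0.12 with an estimated correlation), and none passed after the 1st (1 adjusted over the list alone; camera adjusted p = 0.084, 0.028 with quantile normalization, just under 0.05 with eBayes trend, 0.016 with 2 treatments at a time, and 0.036 and 0.047 without control replicate 2 or 2nd exposure replicate 3).

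Of the list named fasting-responsive genes, 3 rose after the 2nd exposure. The list as a whole passed camera's threshold after the 1st exposure and, under some settings, after the 2nd. Those that rose include genes of sugar response and of insulin control, so the rises are not read as a response to fasting. Pepck1, of gluconeogenesis, rose from 7447 ± 1712 to 14800 ± 1421 after the 2nd exposure (1.01, adjusted p = 0.00146), sug, a transcription factor of sugar response, from 918 ± 83.9 to 1641 ± 199 (0.84, adjusted p = 0.000441) and tobi, a glucosidase under insulin control, from 2490 ± 517 to 4092 ± 530 (0.73, adjusted p = 0.0107). After the 1st exposure they stood at 10176 ± 1381, 1123 ± 126 and 3540 ± 354, and the lipase bmm at 2060 ± 138 against 1488 ± 185 in control flies; none passed alone (5 adjusted over the list alone). The list of 9 was higher after the 1st exposure (median log2 fold change 0.29, camera adjusted p = 7.7e-09, 0.0082 with an estimated correlation), and after the 2nd 3 were higher and 1, ImpL2, lower (median log2 fold change 0.06, camera adjusted p = 0.056, 0.51 with an estimated correlation, and past the threshold with quantile normalization at 0.042, log2(Signal + 50) at 0.025, no filter at 0.046, a mean Signal of at least 70 at 0.03 and eBayes trend at 0.015; 0.026, 0.04 and 0.046 without control replicate 2, 3 or 5 and 0.031 and 0.032 without 2nd exposure replicate 1 or 3).

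Lists of eye, muscle and male accessory gland genes were lower after the 1st exposure by camera with a fixed correlation (adjusted p = 0.0054, 0.025 and 0.0024) and not with an estimated one (0.51, 0.55 and 0.55), and none of the 12, 12 and 16 members passed alone (2 lower in the eye list adjusted over the list alone). inaD was 1271, 994 and 1057 in control flies and after the exposures, ninaC 751, 608 and 909 (higher after the 2nd than after the 1st, adjusted p = 0.0193), Prm 9732, 7931 and 10201, and Acp95EF 266, 120 and 158. With the fixed correlation the first p was 0.087 without control replicate 5, the next 0.097 without control replicate 5 and 0.19 without 1st exposure replicate 3 and 0.12 with arrayWeights, the last 0.083 without control replicate 5. After the 2nd exposure the p values were 0.93, 0.54 and 0.074, the accessory gland list past the threshold with array medians equalised (just under 0.05) and without control replicate 1 (0.027), 2 (0.0016) or 2nd exposure replicate 1 (0.032), and 2 eye genes rose without control replicate 5.

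Of 42 ribosomal proteins, RpL12 and RpL24-like alone rose after each exposure (camera adjusted p = 0.13 and 0.46, and after the 1st 0.0014 with quantile normalization, 0.011 with array medians equalised and 0.0031 without control replicate 5; with 2nd exposure arrays 4 and 5 left out, chosen after seeing the data, none rose after the 2nd and the list was lower at 0.034), 1 of them after the 1st without control replicate 1, 2 or 4 or 1st exposure replicate 1, 2, 3 or 4. No antimicrobial peptide of 8 (camera adjusted p = 0.98 and 0.63; 1 rose after the 2nd without control replicate 5), testis gene of 15 (0.98 and 0.23) or ovary and yolk gene of 9 (0.93 and 0.33) passed the test.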
